# Comprehensive profiling of transcriptional networks specific for lactogenic differentiation of HC11 mammary epithelial stem-like cells

**DOI:** 10.1038/s41598-018-30122-4

**Published:** 2018-08-06

**Authors:** Trinadha Rao Sornapudi, Rakhee Nayak, Prashanth Kumar Guthikonda, Anil Kumar Pasupulati, Srinivas Kethavath, Vanita Uppada, Sukalpa Mondal, Sailu Yellaboina, Sreenivasulu Kurukuti

## Abstract

The development of mammary gland as a lactogenic tissue is a highly coordinated multistep process. The epithelial cells of lactiferous tubules undergo profound changes during the developmental window of puberty, pregnancy, and lactation. Several hormones including estrogen, progesterone, glucocorticoids and prolactin act in concert, and orchestrate the development of mammary gland. Understanding the gene regulatory networks that coordinate proliferation and differentiation of HC11 Mammary Epithelial stem-like Cells (MEC) under the influence of lactogenic hormones is critical for elucidating the mechanism of lactogenesis in detail. In this study, we analyzed transcriptome profiles of undifferentiated MEC (normal) and compared them with Murine Embryonic Stem Cells (ESC) using next-generation mRNA sequencing. Further, we analyzed the transcriptome output during lactogenic differentiation of MEC following treatment with glucocorticoids (primed state) and both glucocorticoids and prolactin together (prolactin state). We established stage-specific gene regulatory networks in ESC and MEC (normal, priming and prolactin states). We validated the top up-and downregulated genes in each stage of differentiation of MEC by RT-PCR and found that they are comparable with that of RNA-seq data. HC11 MEC display decreased expression of *Pou5f1 and Sox2*, which is crucial for the differentiation of MEC, which otherwise ensure pluripotency to ESC. *Cited4* is induced during priming and is involved in milk secretion. MEC upon exposure to both glucocorticoids and prolactin undergo terminal differentiation, which is associated with the expression of several genes, including *Xbp1* and *Cbp that* are required for cell growth and differentiation. Our study also identified differential expression of transcription factors and epigenetic regulators in each stage of lactogenic differentiation. We also analyzed the transcriptome data for the pathways that are selectively activated during lactogenic differentiation. Further, we found that selective expression of chromatin modulators (*Dnmt3l*, *Chd9*) in response to glucocorticoids suggests a highly coordinated stage-specific lactogenic differentiation of MEC.

## Introduction

The events of cellular differentiation, which lead the transition of a primary cell into lineage-restricted phenotype, are accompanied by activation of specific gene regulatory networks instead of activation of a single or a few genes^1,2^. The cell fate transitions experience a global transcriptional activation and repression and are regulated by spatiotemporal expression of both transcription factors^3–5^ (TFs) and epigenetic regulators^6^ (ERs). The transition of mammary epithelial cells (MEC) to lactogenic cells is considered as a model system to comprehensively map the temporal dynamics of gene expression in the context of cellular differentiation.

The mammary gland is an apocrine gland, and its key function is to produce and secrete milk. The basic components of the adult mammary gland are alveoli, which are lined by milk-secreting epithelial cells. Myoepithelial cells and a stromal compartment that are derived from embryonic ectoderm and mesoderm respectively surround the epithelial cells. Several alveoli join to form lobules that have a lactiferous duct, which drains milk into an opening of the nipple^7^. The development of murine mammary gland initiates during E10-11.5 of embryonic state with the formation of bilateral stripes on either side of the abdomen of a developing embryo, which further organizes into placodes. During puberty, these placodes differentiate into multiple mammary trees and terminal end buds under the influence of estrogen and insulin-like growth factor (IGF)^8^. Further development of mammary gland is triggered at a virgin stage and continues throughout the pregnancy till the end of parturition, under the influence of various hormones including epidermal growth factor (EGF), glucocorticoids (GC) and prolactin (PRL).

The levels of EGF get elevated during early pregnancy^9^, and it is thought to play a critical role in the proliferation of normal epithelium, that is required for the growth of terminal buds of the mammary gland^10^. GC induces genes involved in the maintenance of tight junction complexes and apical junction remodelers such as Adherins, ZO-1 and β-Catenin^11–13^. Furthermore, GC signaling act as a prerequisite for PRL to act on chromatin prepared by GC^14^. However, the specific role of GC in the context of lactogenic differentiation needs to be understood in detail. GC receptor (GR), upon activated by GC, translocate to the nucleus and gets recruited to the glucocorticoid response elements (GRE) to facilitate transactivation of target genes. In general, GR binding sites are located at >2.5 kb upstream of transcription start sites (TSS) of the corresponding genes^14^. Even though GR was shown to interact with GRE, it was not always associated with the expression of corresponding genes. These observations suggest the possibility of involvement in long-range chromatin interactions to elicit GCR/GRE mediated gene expression. On the other hand, PRL was shown to elicit its actions on mammary gland during late pregnancy and lactation. Transcription factors, Stat5a and Stat5b, are the primary inducers of lactogenic gene expression under the stimulus of PRL. Conditional deletion of *STAT5* before and during pregnancy prevents lactogenic differentiation of epithelial cells and also elicits premature cell death, suggesting a critical role of *STAT5* in proliferation, differentiation, and survival of MEC^15^.

Our understanding of the regulation of gene expression during lactogenesis by various hormones has come from the transcriptional regulation studies on a predominant milk protein gene, *β-casein*. Under the stimulus, *β-casein* promoter recruits transcription factors and co-activators at the proximal promoter and enhancers located ~6 kb upstream of its TSS^16^. GC induces the recruitment of p300 at *the β-casein* promoter and enhancer sites leading to acetylation of Histones H3 and H4^16^, which is required for transcriptional activation. PRL signaling promotes recruitment of Hdac1 to the *β-casein* promoter, thereby facilitating transcriptional activation by deacetylation of adjacent enhancer binding protein (CEBP)^16^. Treatment with GC alone did not produce a detectable increase in *β-Casein* mRNA levels. A 3-fold increase in *β-casein* mRNA was detected in cells treated with PRL alone whereas 500-fold induction of β-casein mRNA was observed upon treatment with both GC and PRL^16^. It was also observed that GC treatment alone led to a rapid increase in histone H3 acetylation and treatment with both GC and PRL was required for stable association of p300 and RNA polymerase II at both promoter and enhancer region of *β-casein*, highlighting to the importance of long-range interactions at stage-specific context^16^. Gene expression profiles from multiple mammary cell types representing various developmental stages using 15 K and 20 K oligonucleotide microarray were reported earlier^17–19^. However, these studies do not provide state-specific (Normal, Primed and PRL treated HC11 cells) gene expression/regulatory networks in a comprehensive manner. It is known that mammary gland development occurs at various stages and several hormones including GC and PRL orchestrate these synergistic events. A comprehensive understanding of genome-wide transcriptome profile of MEC representing various stages of mammary gland differentiation would provide greater details of regulation by GC and PRL.

In this study, we comprehensively analyzed the gene regulatory networks of HC11 MEC in response to 1) treatment with EGF and Insulin (considered as normal MEC), 2) Primed with GC (considered as P), and 3) treatment with both GC and PRL (considered as PRL). We also cultured murine embryonic stem cells (ESC) and compared its transcriptome with normal HC11 MEC to identify the dynamics of epithelial cell-specific gene regulatory networks. This study provides an in-depth transcriptome analysis of the profound physiological changes brought about by the action of GC and PRL in MEC.

## Results

### HC11 MEC undergoes G0/G1 arrest during lactogenic differentiation

It is known that a regulated withdrawal from the cell cycle allows cells of any kind to differentiate. Therefore, to assess whether lactogenic differentiation of MEC accompanies cell cycle arrest, we performed lactogenic differentiation of MEC as described earlier^20^. We confirmed the formation of mammospheres, which were more prominent after the treatment with PRL (Fig. 1A). Cellular differentiation is associated with cell cycle withdrawal; therefore, we analyzed the expression of cell cycle regulators by immunoblotting. Expression of cyclinD1, D3, CDK2, CDK6, and p21 decreased in differentiated MEC compared to proliferating and confluent normal MEC (Fig. 1B,B’). Cell cycle analyses revealed that majority of cells (77–84%) in MEC (normal & differentiated) were accumulated in the G0/G1 stage, while most of the cells in ESC are in S-phase (Fig. 1C). Accumulation of MEC in G0/G1 stage and expression of cell cycle regulators (Fig. 1B,C) suggests the progression to cell cycle arrest, which may facilitate differentiation. Further, we assessed the expression of specific markers pertinent to stage-specific lactogenic differentiation. ESC expressed the putative markers such as *Pou5f1, Nanog, and Sox2*. HC11 MECs expressed*Tpx2* and *Nek2*, whereas, HC11 primed cells expressed *Krt15* and *Boc* and PRL treated HC11 cells expressed *Csn2* and *Wap* (Fig. 1D). We assessed the expression of specific markers pertinent to lactogenic differentiation based on FPKM values obtained from RNA-seq analysis (See below) and found that identical sets of genes are induced during lactogenic differentiation of HC11 MEC (Fig. 1D’).

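The pluripotency factors Pou5f1, Nanog and Sox2 stood at 1067 ± 97.4, 317 ± 18.0 and 352 ± 63.6 FPKM in ESC (SD, n = 2 libraries), and at or below 0.682 FPKM in each of the 6 HC11 libraries. Pou5f1 lies on chromosome 17 of GRCm38 from 35506018 to 35510772. Tpx2, which helps to build the mitotic spindle, and Nek2, a kinase of the centrosome, had 45.6 ± 0.868 and 23.7 ± 2.86 FPKM in N. ESC had 58.3 ± 14.7 and 29.6 ± 5.50 FPKM of the same 2 genes, which did not differ from N past the thresholds (log2 fold change −0.33 with adjusted p = 0.0953, and −0.30 with adjusted p = 0.0937). Both fell from N to P, Tpx2 with a log2 fold change of −3.09 (standard error, SE, of 0.16, adjusted p = 2.7e-05 from limma) and Nek2 with one of −2.90 (SE 0.14, adjusted p = 2.6e-05). Krt15, a keratin of basal and progenitor cells of epithelia, rose from 16.8 ± 2.03 FPKM in N to 331 ± 12.9 in P (log2 fold change 4.23, SE 0.10, adjusted p = 1.8e-06). Boc, a coreceptor of Hedgehog signalling, rose from 6.69 ± 0.585 to 24.0 ± 0.507 FPKM (log2 fold change 1.70, SE 0.20, adjusted p = 0.000695). In PRL cells, Krt15 stood at 179 ± 1.13 FPKM and Boc at 27.1 ± 1.97 FPKM. The milk protein genes Csn2 (β-casein) and Wap (whey acidic protein) reached 120 ± 12.4 and 8.95 ± 0.787 FPKM in PRL cells. P cells had 0.269 ± 0.0716 FPKM of Csn2 and 0.182 ± 0.152 FPKM of Wap, and Wap was listed at 0 in both N libraries. The call of Boc was lost without any 1 of the 6 HC11 libraries (adjusted p up to 0.00863).

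**Figure D1:**
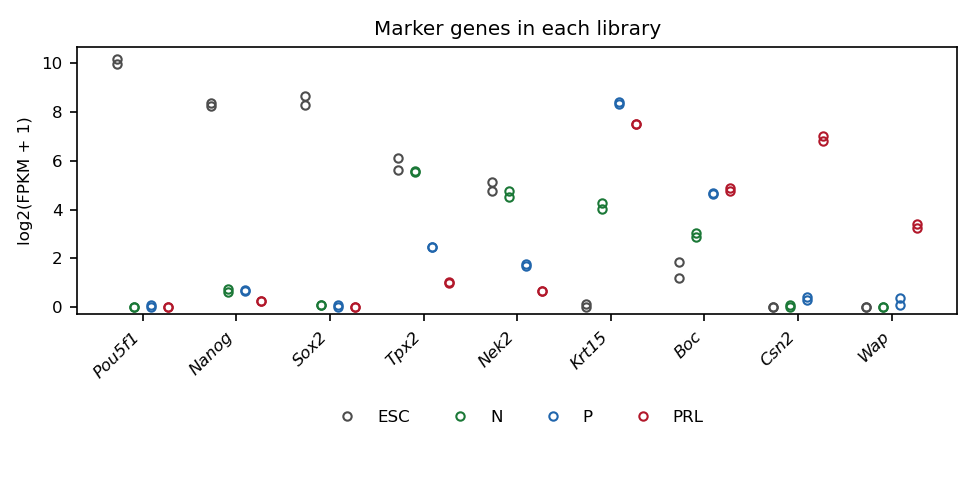
FPKM of 9 marker genes in each of the 8 libraries, as log2(FPKM + 1), with 1 point per library. Pou5f1, Nanog and Sox2 are high in the 2 ESC libraries, and Csn2 and Wap in the 2 PRL libraries.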

**Figure 1:**
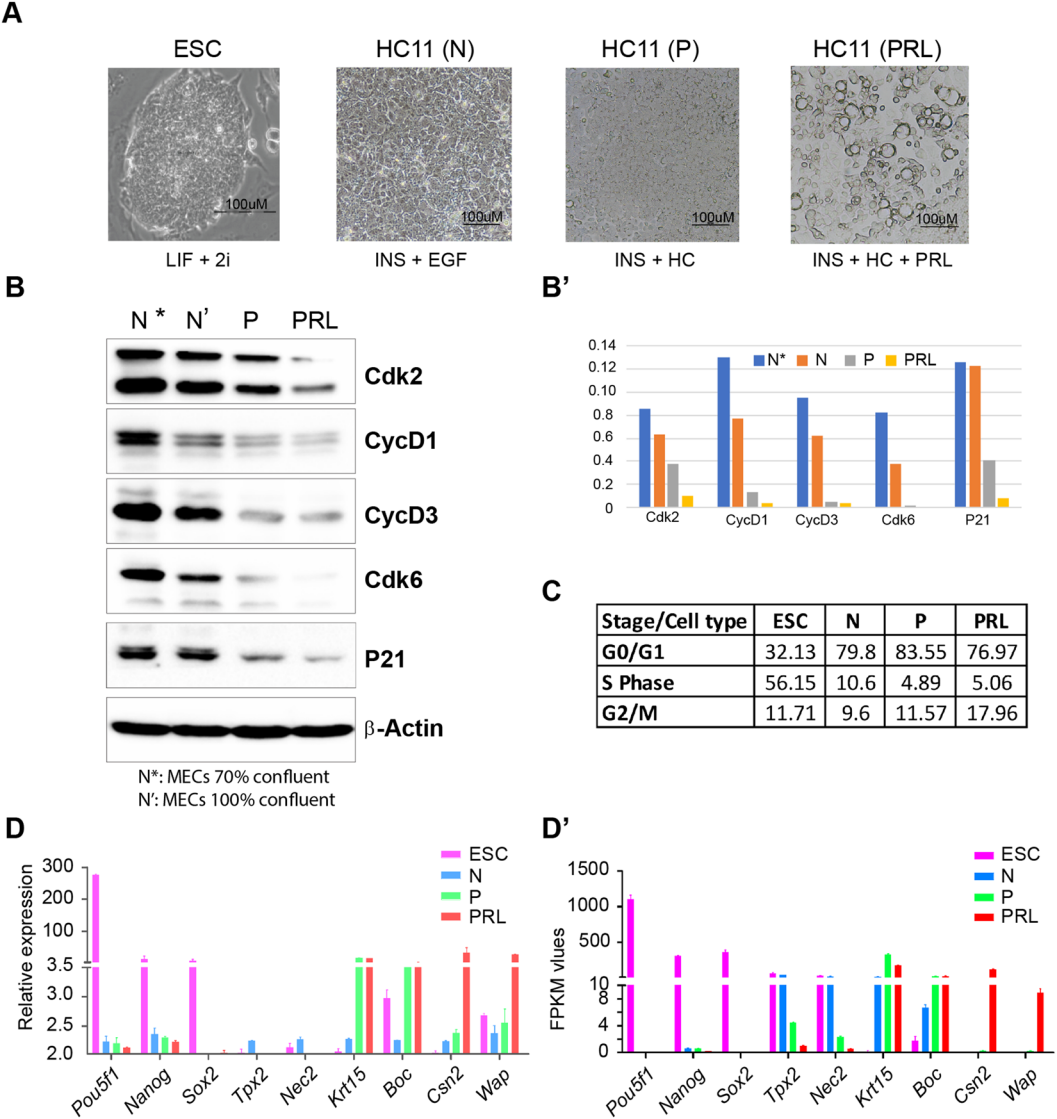
Characterization of HC11 MEC undergoing lactogenic differentiation. (**A**) Bright field microscopic images of actively growing ESC, undifferentiated HC11 cells in presence of EGF and INS (N) and HC11 cells primed with GC (P) alone and HC11 cells treated with GC and PRL. Note the formation of clear dome-shaped mammospheres under PRL condition. Scale bar represents 100 μM. (**B**) Immunoblot analysis of cell cycle regulators in actively growing (N*), confluent stage undifferentiated normal (N’) HC11 cells along with HC primed (P) and PRL treated cells showing a gradual reduction in their levels in comparison with Actin-B. Full-length blot ECL images are provided in Supplementary Fig. S2. (**B’**) Quantitative analysis of cell cycle regulators normalized against β-Actin showing a gradual reduction in their levels during lactogenic differentiation. (**C**) Table showing the percentage of ESC, N, P and PRL treated HC11 cells at G0/G1, S and G2/M phase of cell cycle showing Predominantly in S phase for ESCs and G0/G1 phage for rest of HC11 cell types. (**D**) Real-time PCR analysis of cell-type specific gene expression analysis representing ESC, N, P, and PRL treated HC11 cells. (**D’**) RNA-seq data presentative FPKM values for the respective cell-type-specific genes.

### RNA-seq analysis of ESC and differentiated HC11 MEC

To quantify the changes in the expression levels of each transcript during lactogenic differentiation and to comprehensively understand the profile of all the transcripts, we performed RNA-seq and analyzed the data in ESC, normal MEC and MEC treated with GC and PRL. 

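RNA was sequenced from 8 libraries, 2 each of R1 ESC and of normal (N), primed (P) and PRL treated HC11 cells. HC11 is a line of mouse mammary epithelial cells that grows with EGF and insulin and makes milk proteins after treatment with lactogenic hormones. The ESC were grown with 1000 U/ml LIF and inhibitors of MEK and GSK. They grew on mouse embryonic fibroblasts that no longer divide, and were replated to remove these before harvest. N cells were grown in 10% FBS with 20 ng/ml EGF and 5 µg/ml insulin. P cells received 5% FBS, insulin and 1 µg/ml hydrocortisone, a GC, without EGF for 48 h, and PRL cells then received 5 µg/ml prolactin as well for 72 h. P therefore differs from N in EGF, serum, GC and time together, and PRL differs from P in prolactin and in time. Ribosomal RNA was removed, poly(A) RNA was selected, and NEBNext Ultra libraries were sequenced from both ends on a HiSeq2500. The authors aligned the reads to GRCm38 with TopHat 2.1.0, counted them with Subread 1.5.0 and deposited FPKM per library, and they compared the groups with DESeq2 1.24. The deposited FPKM rest on 14707598 and 11938392 fragments in the replicates of ESC and 23329830 and 22903215 in those of N. For P they rest on 24001576 and 24602344 fragments, and for PRL on 26201781 and 33916913. In a transcript of 1 kb, 3 fragments correspond to 0.0885 FPKM in PRL replicate 2 and to 0.251 FPKM in ESC replicate 2, which limits what can be read from lower values. Of 24062 genes, the 13210 with an FPKM of at least 1 in at least 2 libraries were compared by limma on log2(FPKM + 1), with all 8 libraries in 1 fit. A gene was called up or down at a log2 fold change of at least 1 or at most −1 and an adjusted p under 0.001, the thresholds of the paper. The log2 fold change is the difference between groups in mean log2(FPKM + 1), so that it understates the ratio of levels near or below 1 FPKM. Levels are means ± SD of 2 libraries, and SE stands for the standard error of a log2 fold change. The labels do not say whether the replicates of a group came from separate cultures, so the p-values measure only the spread between these samples, which can be technical.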

Qualitative analysis of RNA-seq data is provided in the Supplementary Table 1.

We compared the transcriptome profile of HC11 MEC with ESC after aligning them with GRCm38/mm10 mouse reference genome assembly. In case of ESC, 78% of total reads were uniquely mapped to the reference mouse genome, whereas ~88% of the reads were uniquely mapped in case of both normal MEC and treated MEC (Supplementary Table 2). 

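Fibroblast genes set the replicates of ESC apart. Col1a1, which encodes a chain of type I collagen, had 114 FPKM in ESC replicate 1 and 13.3 FPKM in ESC replicate 2. S100a4, a calcium-binding protein of mesenchymal cells, had 71.8 and 10.1 FPKM, and the surface protein gene Thy1 had 26.7 and 6.71 FPKM. Of 14 fibroblast markers with a mean of at least 1 FPKM in ESC, 10 were higher in ESC replicate 1 by at least 1 on the log2 scale and 0 were lower by as much. Over the 11797 genes at that level, 383 were higher by as much in ESC replicate 1 and 50 in ESC replicate 2. The correlation across genes of FPKM between the 2 libraries of a group was 0.991 in ESC, 0.996 in N, 0.998 in P and 0.997 in PRL (Pearson r, genes are not independent replicates). Between single libraries of different groups, r ranged from 0.819 to 0.828 for ESC with N, from 0.755 to 0.765 for N with P, and from 0.940 to 0.942 for P with PRL. With log2(FPKM + 1) it ranged from 0.853 to 0.869, from 0.968 to 0.970 and from 0.985 to 0.986. Whether N lies closer to ESC or to P thus depends on the scale.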

Mixed datasets of highly correlated (>0.9) duplicate samples (Supplementary Table 3) from ESC, normal, primed and PRL treated MEC were used to derive respective ‘fragments per kilobase per million reads’ (FPKM) values using Sub-read version 1.5.0. We considered genes with an FPKM value of minimum 1, as expressed and found a total of 12016 genes expressed in ESC, 11210 in normal MEC, 11418 in GC treated MEC and 10879 with PRL treated MEC (Fig. 2A; Supplementary Tables 4–7). While a large number of genes (9623) express constitutively in ESC and MEC, relatively less number of genes are differentially expressed during lactogenic differentiation (Fig. 2A). 1584 genes were selectively expressed in ESC, 114 in normal MEC, 158 in primed MEC and 68 in PRL treated MEC (Fig. 2A). It is noteworthy that ESC expressed a large number of unique genes compared with both normal and differentiated MEC (Figs 2A and 3A). 

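The genes found in ESC only, among groups with a mean of at least 1 FPKM, are led by pluripotency genes. Dppa5a, a gene of germ cells and ESC, had a mean of 1584 FPKM in ESC, and the threonine dehydrogenase gene Tdh had 448 FPKM. In N, the highest such genes were 4732456N10Rik, a keratin gene, at 19.0 FPKM, the granzyme gene Gzmc at 9.65 FPKM and the cytokine gene Il6 at 8.68 FPKM. In PRL cells the 3 highest were Csn2 and the kallikrein genes Klk1b1 at 27.9 FPKM and Klk1b9 at 17.1 FPKM, and Hsd11b2, an enzyme that inactivates GC, ranked 8 at 6.32 FPKM. P had no such gene at 10 FPKM or more, and its list was led by Mir7051 at 3.96 FPKM and Il1rn, which encodes the receptor antagonist of interleukin-1, at 3.63 FPKM. Genes of microRNAs and small nucleolar RNAs made up 36 of the 158 genes of P (22.8%), 13 of 114 in N, 4 of 68 in PRL and 34 of 1584 in ESC. These genes are short, with a median length of 76 bases over the 30 of P for which a length was at hand, and their values rest on few fragments, a median of 3 per library in P. Mir7051 had 9 and 5 fragments in the P libraries. A mean of at least 10 FPKM was reached by 295 of the ESC genes, 1 of the N genes and 5 of the PRL genes. By the same minimum of 1 FPKM, 12016 genes were expressed in ESC, 11206 in N, 11414 in P and 10875 in PRL, and 9623 were expressed in all 4 groups. These are counts of means over 2 libraries, with no test behind them, and Hsd11b2 and Mir7051 are named after their values were seen.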

We further categorized highly expressed genes from ESC, normal, primed and PRL states based on FPKM values. Among them, genes with higher FPKM values were predominantly housekeeping and ribosomal genes. However, some of these genes were cell-specific, indicating that these might be induced selectively during GC and PRL treatment (Fig. 3B).

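The translation factor gene Eef1a1 had the highest mean in ESC and in N, at 8145 and 5089 FPKM. In ESC it was followed by Ftl1, the light chain of ferritin, at 6260 FPKM. In N, the cytoplasmic actin gene Actg1 stood at 4790 FPKM. P was led by genes of secreted and lysosomal proteins, namely the protease inhibitor Cst3 at 6375 FPKM, osteopontin (Spp1) at 6298 FPKM, Wfdc18 at 5473 FPKM and the protease cathepsin D (Ctsd) at 5225 FPKM. In PRL, Actg1 had 8108 FPKM, Ctsd 7594 FPKM, Igfbp5 4648 FPKM and the carbonyl reductase gene Cbr2 2660 FPKM. Ribosomal protein genes held 15 of the top 20 places in ESC, 11 in N, 4 in P and 1 in PRL. Among the top 100 they held 67, 59, 54 and 55 places. The top 20 of all 4 groups shared 3 genes, while 9 genes were in the top 20 of ESC only, 5 in that of N, 3 in that of P and 5 in that of PRL. Of 95 measured genes with symbols of ribosomal proteins, 3 fell from N to P and 0 rose, and when adjusted over the list alone, 70 were lower and 2 higher at an adjusted p under 0.05. Those that fell were Rps2 (−1.40 on the log2 scale, adjusted p = 3.2e-05 from limma), Rpsa (−1.33, adjusted p = 0.000344) and Rps6ka6 (−1.57, adjusted p = 0.000208), a kinase gene that shares only the letters of the symbol. Rps2 lost its call without P replicate 1 or P replicate 2 (adjusted p up to 0.00115), and Rpsa and Rps6ka6 without any 1 of the 6 HC11 libraries (adjusted p up to 0.00542). Eef1a1, Actg1, Cst3, Ctsd and Cbr2 are named for their levels, after these were seen.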

**Figure 2:**
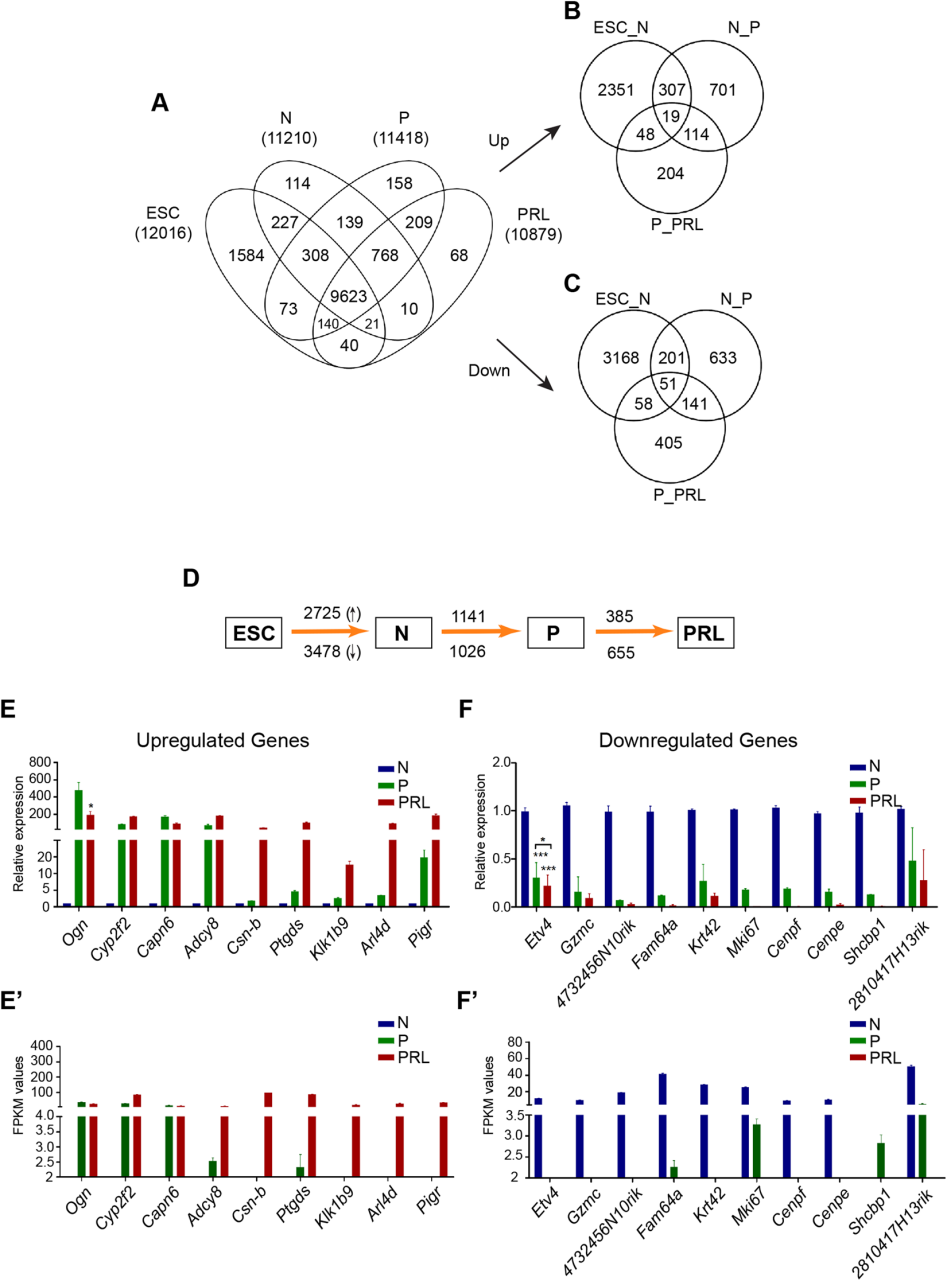
RNA-seq expression analysis of ESC and HC11 MEC undergoing lactogenic differentiation and its validation by real-time PCR. (**A**) Venn diagram showing expression of total, unique and overlapping genes (>1 FPKM value) in ESC, Normal (N), GC primed (P) and PRL treated HC11 cells. (**B**) Venn diagram showing unique and overlapping, upregulated genes between ESC vs N, N vs P and P vs PRL treated HC11 cells (Log2 ≥1). (**C**) Venn diagram showing unique and overlapping, downregulated genes between ESC vs N, N vs P and P vs PRL treated HC11 cells (Log2 ≤−1). (**D**) Schematic diagram showing a total number of genes which are differentially upregulated (Up arrow) and downregulated (Down arrow) between ESC vs Normal (N), N vs GC primed (P) and PRL treated HC11 cells. (**E**) Real-time PCR analysis of the top upregulated and (**F**) downregulated in Normal (N), GC primed (P) and PRL treated HC11 cells and their respective RNA-seq FPKM values of (**E’**) upregulated genes and (**F’**) downregulated genes.

**Figure 3:**
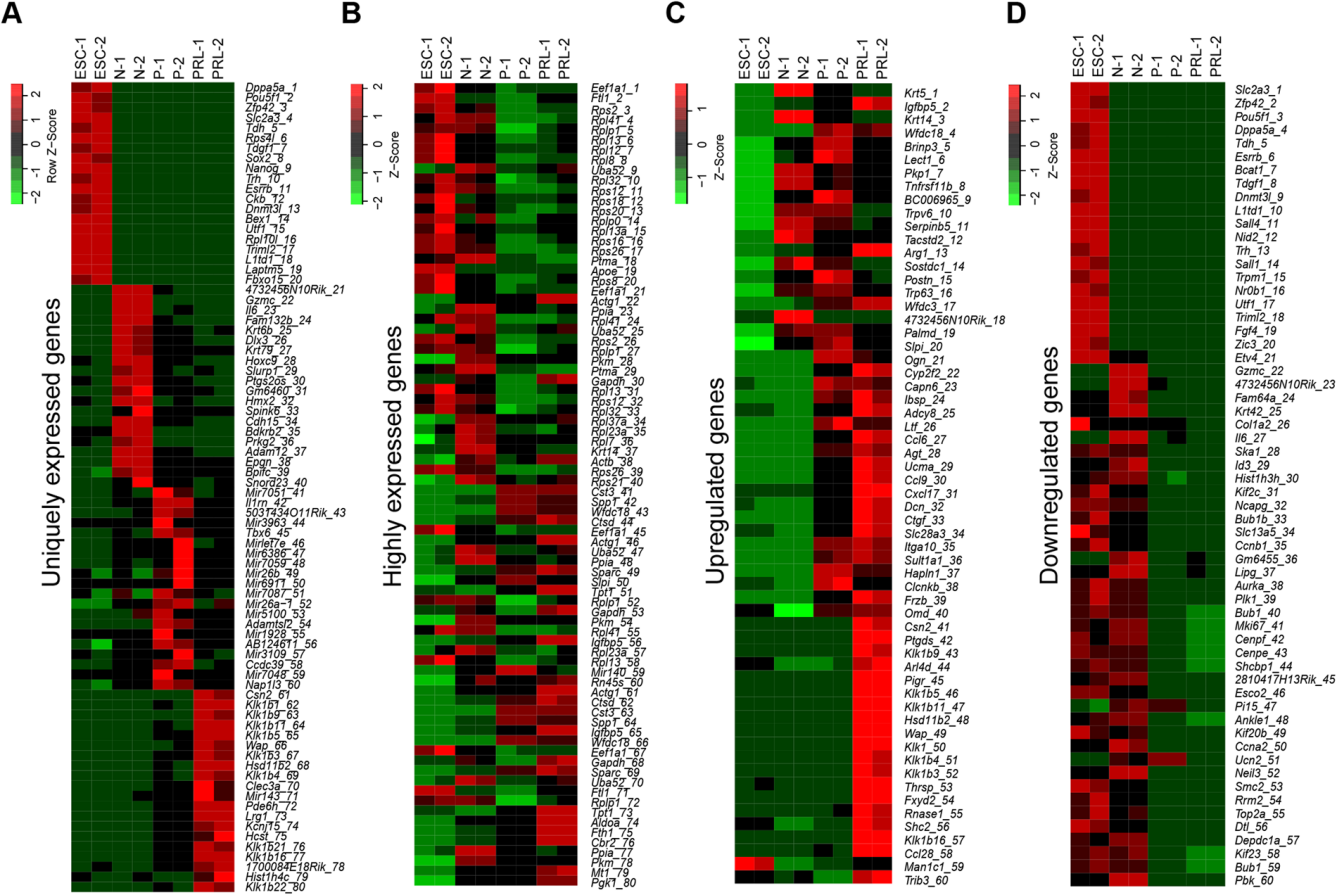
Comparative analysis of unique and differentially expressed genes in ESC and HC11 MEC undergoing lactogenic differentiation. (**A**) Heat map showing top 20 uniquely expressed genes, (**B**) highly expressed, (**C**) up-regulated and (**D**) downregulated genes in replicates of ESC (ESC 1 & 2), Normal HC11 cells (N1 & 2), GC primed (P1 & P2) and PRL treated HC11 cells (PRL1 & PRL 2).

### Lactogenic differentiation induces differential expression of a large number of transcripts

We next sought to understand the differentially expressed genes during various stages of lactogenic differentiation. We analyzed differentially expressed genes using DEseq2^21^. A Log2 fold change of ≥+1 and ≤−1 values were considered as a cutoff to define up and downregulation respectively, with a p-adjusted value of <0.001. This analysis showed that 2725, 1141 and 385 genes were upregulated and 3478, 1026 and 655 genes were downregulated when compared ESCs vs. normal, normal vs. GC and GC vs. PRL treated HC11 cells, respectively (Fig. 2B–D; Supplementary Tables 16, 20, 24, 28, 32, 36). It should be noted that the total number of differentially expressed genes (both up and downregulated) were decreased from ESC vs. normal MEC to normal vs. GC treated MEC to GC vs. PRL treated MEC. 

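From ESC to N, 2056 genes were called up and 2739 down, which is 36.3% of the 13210 genes tested. From N to P, 600 genes were called up and 541 down, and from P to PRL 91 up and 190 down, which is 2.13% of those tested. On the scale of log2(FPKM + 1), the largest rise from ESC to N was that of Krt14, and the largest fall that of Dppa5a. From N to P, Mgp, which encodes a protein that keeps soft tissue from calcifying, rose most on that scale (log2 fold change 5.84, SE 0.33, adjusted p = 3.8e-05) among genes with at least 10 FPKM in the higher group. Among these, Id3, an inhibitor of basic helix-loop-helix factors, fell most (log2 fold change −3.86, SE 0.26, adjusted p = 7.5e-05). From P to PRL, among such genes, Csn2 rose most, and Ccna2, a cyclin of S phase and mitosis, fell most. These ranks depend on the 1 added to each FPKM, which shrinks changes from or to low levels. In the authors' table Krt5 rose more than Krt14 (log2 fold change 15.33 against 13.39), and Ogn has 7.76 from N to P. There Etv4 fell more than Id3 from N to P (−6.11 against −3.87), and Mki67 more than Ccna2 from P to PRL (−4.05 against −2.60). In PRL against P, the median of all genes lay at −0.148 on the log2 scale, which median ratio scaling moves to −0.014 and quantile normalization to 0.002. Relative to it the split changes: 141 genes were up and 118 down with median ratio scaling and 139 up and 101 down with quantile normalization. Without N replicate 1, 184 genes were up and 177 down from N to P, without N replicate 2 it was 236 and 193, without P replicate 1 155 and 155, without P replicate 2 159 and 164, without PRL replicate 1 362 and 369, and without PRL replicate 2 363 and 369. From P to PRL, 15 were up and 3 down without N replicate 1 or N replicate 2, 2 up and 0 down without P replicate 1, and 1 up (Csn2) and 0 down without P replicate 2, PRL replicate 1 or PRL replicate 2. Without ESC replicate 1 or ESC replicate 2, 150 were up and 486 down from P to PRL. Id3 lost its call without N replicate 1, N replicate 2, P replicate 1 or P replicate 2 (adjusted p up to 0.00146).

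**Figure D2:**
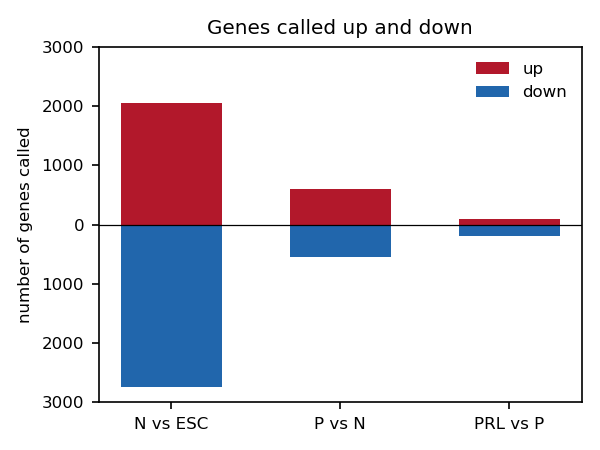
Numbers of genes called up (above 0) and down (below 0) by limma in each of 3 comparisons. The bars fall from 2056 up and 2739 down for N vs ESC to 91 up and 190 down for PRL vs P.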

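Of the genes called from P to PRL, a minority had already been called in the same direction from N to P. Cyp2f2, a cytochrome P450, stood at 28.5 ± 0.589 FPKM in P and 83.3 ± 3.67 FPKM in PRL (SD, n = 2; log2 fold change 1.51, SE 0.10, adjusted p = 0.000371 from limma for PRL vs P). Adcy8, an adenylyl cyclase, went from 2.54 ± 0.142 to 9.27 ± 0.693 FPKM (log2 fold change 1.54, SE 0.09, adjusted p = 0.000258). Of the 91 genes called up in PRL vs P, 31 had been called up in P vs N and 4 down, where lists drawn at random would share 4.13 and 3.73. Of the 190 called down, 55 had been called down in P vs N and 23 up, where 7.78 and 8.63 would be shared. Of the 600 genes up in P vs N, 184 had been up in N vs ESC and 85 down, against 93.4 and 124. Of the 541 down in P vs N, 145 had been down in N vs ESC and 106 up, against 112 and 84.2. Successive comparisons share the 2 libraries of the middle group. In 20 simulations of unchanged groups that share these libraries, the covariance of the log2 fold changes was −0.0132 for N vs ESC with P vs N and −0.0131 for P vs N with PRL vs P. The observed covariances were 0.0746 and 0.0326, which correspond to weak correlations across genes of 0.0657 and 0.0947. As no gene was changed in the simulations, the 0 genes called in both there do not bear on the overlap of changed genes. In unchanged genes the sharing alone thus pulls the 2 changes in opposite directions. Genes up and then down also exceeded the random numbers (23 against 8.63 and 106 against 84.2), so the excess was not confined to genes that moved the same way. Each of these numbers of shared genes was smaller without any 1 of the HC11 libraries, over the 6 libraries left out in turn. At most 107, 70, 51 and 80 genes were then called in both of N vs ESC and P vs N (up then up, up then down, down then up, down then down), and at most 2, 0, 0 and 1 in both of P vs N and PRL vs P. When ESC replicate 1 was left out they were 295, 194, 105 and 188, and then 55, 61, 8 and 105, and without ESC replicate 2 they were 234, 159, 129 and 151, and then the same 4 values. Cyp2f2 and Adcy8 lost their calls without any 1 of the 6 HC11 libraries (adjusted p up to 0.00891).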

Although, both GC and PRL are key factors of lactogenic differentiation, a large number of genes were differentially expressed (upregulated: 1141; downregulated: 1026) upon priming with GC than both GC and prolactin treatment (PRL; upregulated: 385 and downregulated: 655). We selected a list of genes such as *Ogn, Cyp2f2, Capn6, Adcy8, Csn2, Ptgds, Klk1b9, Arl4d* and *Pigr* (upregulated), and *Etv4, Gzmc, 4732456N10rik, Fam64a, Krt42, Mki67, Cenpf, Cenpe, Shcbp1* and *2810417H13Rik* (downregulated) based on RNA-seq data from all three types of MEC and validated their expression by RT-PCR (Fig. 2E,F). Expression of each transcript by RT-PCR is in concurrence with respective FPKM values (Fig. 2E’,F’). Top 20 uniquely expressed genes in ESC, N: Normal P: Primed and Prolactin treated MEC are represented as a heat map (Fig. 3A). Similarly, top 20 highly expressed genes (Fig. 3B), top 20 highly upregulated genes (Fig. 3C) and top 20 highly downregulated (Fig. 3D) genes between ESC, N, P and PRL treated MEC were represented as heat maps.

### Lactogenic differentiation induces differential expression of a large number of Transcription factors and epigenetic regulators

It is generally considered that the expression of cell-type-specific genes is under the control of TFs^3,4^ and ERs^5^. Therefore, we analyzed TFs and ERs that were differentially transcribed during lactogenic differentiation of MEC (Supplementary Tables 8–15). We observed that 2196, 1990, 2002 and 1998 TFs are expressed in ESC, normal, primed and PRL states of MEC, respectively (Fig. 4A). On the other hand, 837, 797, 800 and 797 ERs were expressed in ESC, normal, primed and PRL states of MEC, respectively (Fig. 4D). It is noteworthy that 1894 TFs and 775 ERs were constitutively expressed in both ESC and MEC (Fig. 4A,D). Next, we compared the expression of these regulatory factors during various stages of lactogenic differentiation. We observed that 315, 74 and 47 TFs (Fig. 4B) and 91, 16 and 7 ERs (Fig. 4E) were upregulated in ESC vs. normal MEC, normal vs. GC primed, and primed vs. PRL treated MEC, respectively. Similarly, we found that 546, 186 and 114 TFs (Fig. 4C), and 229, 107 and 55 ERs (Fig. 4F) were downregulated in ESC vs. normal, normal vs. GC primed and primed vs. PRL treated MEC, respectively. Although a large number of TFs and ERs are differentially expressed between ESC and MEC, priming of MEC with GC resulted in more differentially expressed TFs and ERs than PRL treatment. 

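Of the 1990 TFs that the authors list for normal HC11 cells, 1752 passed the filter on FPKM. Among them, 242 were called up and 351 down from ESC to N, 31 up and 118 down from N to P, and 6 up and 35 down from P to PRL. The list holds only TFs with FPKM above 0 in N, so TFs at 0 in both N libraries are left out, whether they fell to 0 from ESC or first appeared in P or PRL. These counts are therefore not totals over all TFs. It does not hold Tfcp2l1, Klf15, Bhlhe41 or Bhlhe40, factors named here that are outside the counts. Tfcp2l1, a grainyhead-like factor of ESC and of epithelia, rose at priming from 2.25 ± 0.419 to 92.8 ± 0.470 FPKM (SD, n = 2; log2 fold change 4.86, SE 0.11, adjusted p = 1.8e-06 from limma). Klf15, a factor induced by GC, rose from 0.113 ± 0.0282 to 7.81 ± 0.593 FPKM (log2 fold change 2.98, SE 0.10, adjusted p = 6.3e-06). Bhlhe41, a repressor of the circadian clock, rose from 7.96 ± 0.351 to 31.0 ± 0.299 FPKM (log2 fold change 1.84, SE 0.09, adjusted p = 2.6e-05). The clock repressor Bhlhe40 rose from P to PRL, from 41.8 ± 0.0460 to 181 ± 0.663 FPKM (log2 fold change 2.09, SE 0.07, adjusted p = 5.1e-05). At an adjusted p under 0.05 and the same fold, 275 TFs were up and 374 down from ESC to N, 46 and 143 from N to P, and 20 and 84 from P to PRL. At priming, 10 were up and 50 down without N replicate 1, 12 and 56 without N replicate 2, 8 and 44 without P replicate 1, 8 and 48 without P replicate 2, and 17 and 89 without PRL replicate 1 or PRL replicate 2. From P to PRL, 0 TFs of the list were up or down without any 1 of the HC11 libraries, and 15 were up and 83 down without ESC replicate 1 or ESC replicate 2. Bhlhe40 lost its call without P replicate 1, P replicate 2, PRL replicate 1 or PRL replicate 2 (adjusted p up to 0.00268).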

The total number of up and downregulated TFs and ERs during lactogenic differentiation of MEC are summarized in Fig. 4G. Heatmaps for highly expressed, up-and downregulated TFs are provided in Fig. 5A–C. Heatmaps for highly expressed, up-and downregulated ERs are provided in Fig. 5D–F.

**Figure 4:**
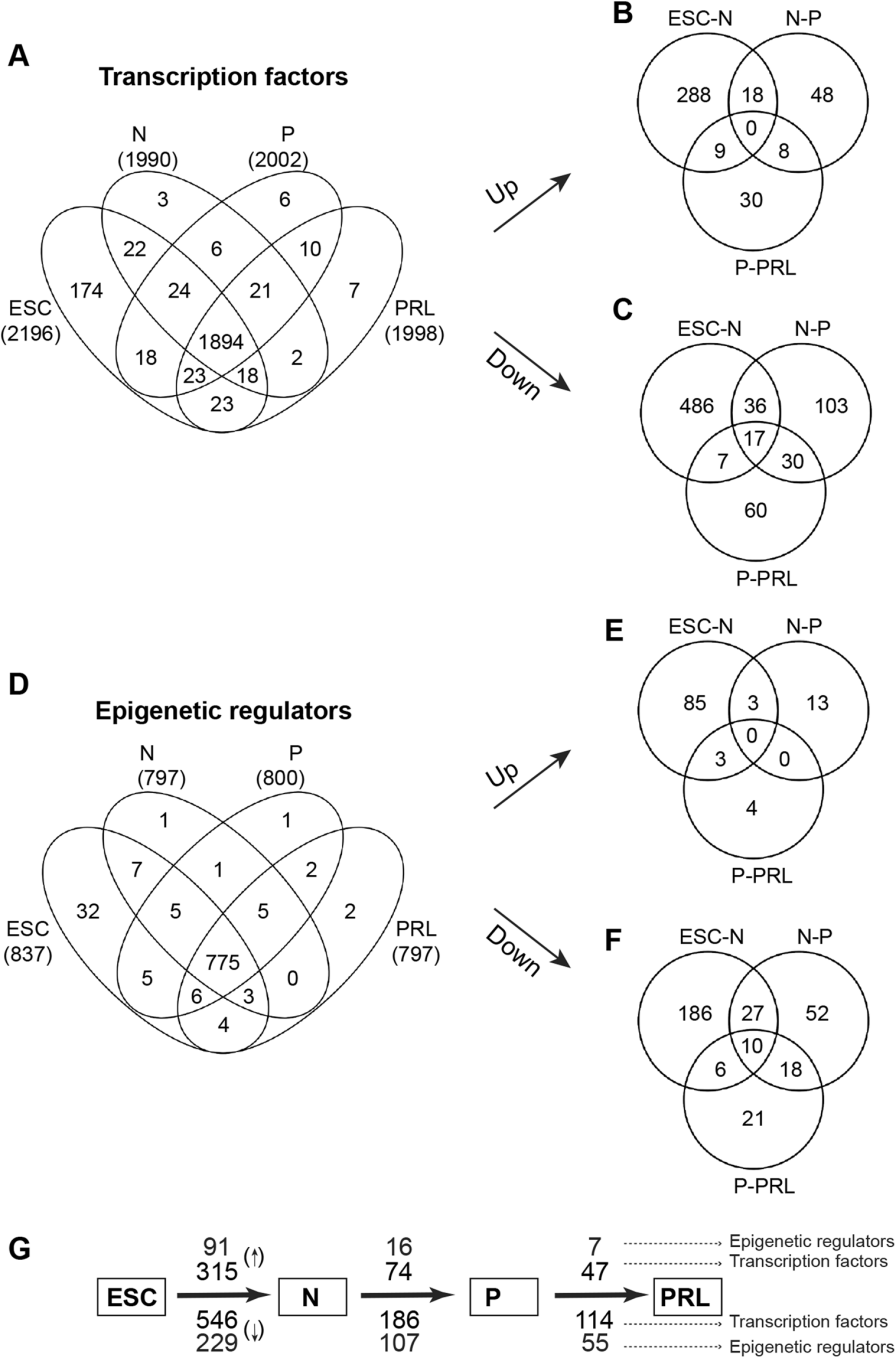
RNA-seq expression analysis of transcription factors (TFs) and epigenetic regulators (ERs) in ESC and HC11 MEC undergoing lactogenic differentiation. (**A**) Venn diagram showing total, unique and overlapping expression of TFs between ESC vs N, N vs P and P vs PRL treated HC11 cells (>0 FPKM). (**B**) Venn diagram showing unique and overlapping expression of upregulated (log2 ≥1) and (**C**) downregulated (≤−1 FPKM) TFs between ESC vs N, N vs P and P vs PRL treated HC11 cells. (**D**) Venn diagram showing unique and overlapping expression of ERs between ESC vs N, N vs P and P vs PRL treated HC11 cells (>0 FPKM). (**E**) Venn diagram showing unique and overlapping expression of upregulated (Log2 ≥1) and (**F**) down-regulated (Log2 ≤−1) ERs between ESC vs N, N vs P and P vs PRL treated HC11 cells. (**G**) Schematic diagram showing a total number of TFs/ERs which are differentially upregulated (Up arrow) and downregulated (Down arrow) between ESC vs Normal (N), N vs GC primed (P) and PRL treated HC11 cells.

**Figure 5:**
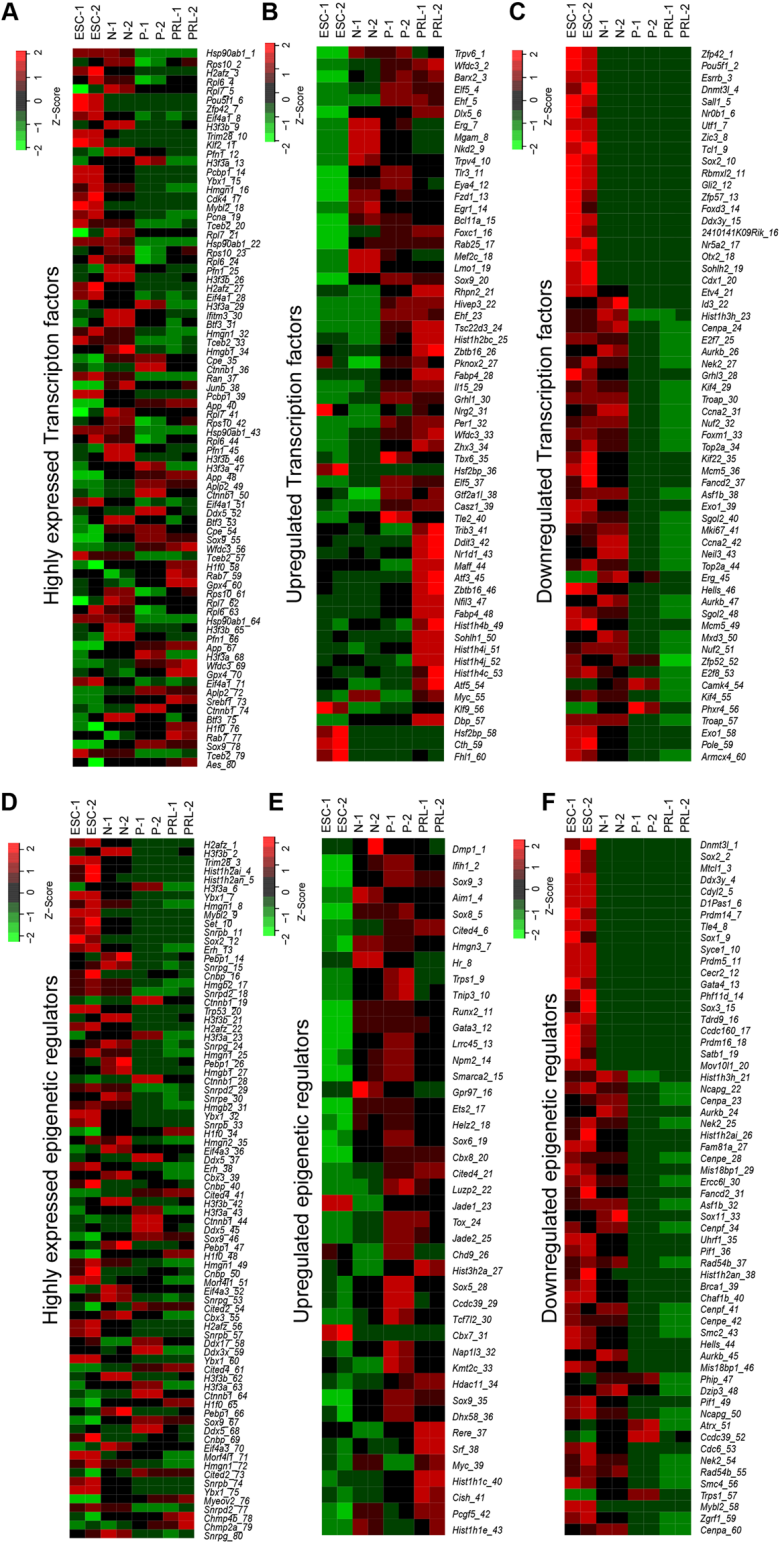
Comparative analysis of unique and differentially expressed TFs and ERs in ESC and HC11 MEC undergoing lactogenic differentiation. (**A**,**B** and **C**) Heat map showing top 20 highly expressed, up-regulated and down-regulated TFs and (**D**,**E** and **F**) ERs respectively in replicates of ESC (ESC 1 & 2), Normal HC11 cells (N1 & N2), GC primed (P1 & P2) and PRL treated HC11 cells (PRL1 & PRL 2).

### Analysis of gene expression between ESC vs. normal HC11 MEC

#### Upregulated genes

A total of 2725 genes were significantly upregulated in normal MEC when compared with ESC (Fig. 2D). Among them, *krt5, Igfbp5, Krt14*, and *Brinp3* were significantly upregulated (Fig. 3C; Supplementary Table 16). These genes encode for keratins, that are involved in extracellular matrix support, and IGF binding protein, which helps in the proliferation and survival of MECs^22^. 

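Keratin genes of basal epithelium showed the highest rises from ESC to N. Krt14 stood at 0.162 ± 0.0558 FPKM in ESC and 2077 ± 26.3 FPKM in N (SD, n = 2; log2 fold change 10.80, SE 0.07, adjusted p = 3.1e-09 from limma). Krt14 lies on chromosome 11 of GRCm38 from 100203162 to 100207548. Krt5, its pairing partner in basal cells, had 1450 ± 3.13 FPKM in N and was listed at 0 in both ESC libraries. Igfbp5, which encodes a protein that binds insulin-like growth factors, rose from 0.0232 ± 0.0328 to 640 ± 25.4 FPKM (log2 fold change 9.29, SE 0.07, adjusted p = 5.5e-09). Brinp3, a gene described mainly in neural cells, rose from 0.0239 ± 0.00352 to 114 ± 0.0137 FPKM (log2 fold change 6.81, SE 0.06, adjusted p = 1.0e-08). Of 16 measured genes on the list of basal mammary epithelium, 11 rose and 0 fell, and when adjusted over the list alone 13 were higher and 1 lower at an adjusted p under 0.05. Krt17 (8.07 on the log2 scale, SE 0.14, adjusted p = 5.6e-08) and the hemidesmosome collagen Col17a1 (5.91, SE 0.15, adjusted p = 2.6e-07) were among those that rose. Slpi, a protease inhibitor of secretions, rose with a log2 fold change of 9.99 (SE 0.34, adjusted p = 7.1e-07). It had 1.48 FPKM in ESC replicate 1, where fibroblast markers were higher, and 0.0956 in ESC replicate 2. The same holds for Postn, a fibroblast marker with 0.248 and 0.0254 FPKM in ESC, which reached 332 ± 21.3 FPKM in N (log2 fold change 8.20, SE 0.12, adjusted p = 3.2e-08).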

We also found that 315 TFs and 91 ERs were significantly upregulated in normal MEC compared to ESC (Fig. 4G; Supplementary Tables 17 and 18). *Trpv6, Wfdc3, Barx2, Elf5* and *Ehf* (TFs), and *Dmp1*, *Ifih1, Sox9, Aim1* and *Sox8* (ERs) were significantly upregulated in normal MEC (Fig. 5B,E). 

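Several of these genes were listed at 0 in both ESC libraries and were well expressed in N. Trpv6, a calcium channel of epithelia, had 35.7 ± 2.42 FPKM in N (SD, n = 2), Wfdc3, which encodes a small protein with WAP domains, had 65.1 ± 3.61 FPKM, and Elf5, an Ets factor of alveolar progenitors, had 5.41 ± 0.329 FPKM. Elf5 lies on chromosome 2 of GRCm38 from 103411688 to 103450989, next to the Ets gene Ehf. Ehf rose from 0.0155 ± 0.0219 to 6.63 ± 0.547 FPKM (log2 fold change 2.91, SE 0.08, adjusted p = 3.2e-07 from limma). The homeobox gene Barx2 rose from 0.0190 ± 0.0268 to 29.4 ± 3.10 FPKM (log2 fold change 4.89, SE 0.10, adjusted p = 1.1e-07). Barx2 and Elf5 rose again from N to P, with log2 fold changes of 1.20 (adjusted p = 0.000188) and 1.93 (adjusted p = 1.7e-05), and Wfdc3 with one of 2.24 (adjusted p = 7.8e-06). Sox8 rose from 0.374 ± 0.0158 to 14.9 ± 0.0307 FPKM (log2 fold change 3.53, SE 0.08, adjusted p = 1.3e-07) and Aim1 from 0.455 ± 0.277 to 18.6 ± 0.792 FPKM (log2 fold change 3.77, SE 0.14, adjusted p = 1.1e-06). Ifih1, a sensor of viral RNA, rose to 1.43 ± 0.202 FPKM (log2 fold change 1.26, SE 0.10, adjusted p = 3.7e-05). Dmp1, a gene of bone matrix, was listed at 0 in ESC and had 0.978 and 3.84 FPKM in the N libraries, and did not pass the thresholds (adjusted p = 0.00641). Without N replicate 1, Dmp1 was called up (adjusted p = 0.000195, against up to 0.0501 without 1 of the others). The rise of Barx2 from N to P lost its call without any 1 of the 6 HC11 libraries (adjusted p up to 0.00288).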

We confirmed the expression of top upregulated TFs (Fig. 6A) and ERs (Fig. 6C) by RT-PCR. FPKM data of RNA-seq for these TFs and ERs is comparable to that of RT-PCR data (Fig. 6A’,C’). Among TFs that are upregulated, *Elf5* is very specific to normal MEC and shown to regulate mammary stem or progenitor cell population^23,24^. Based on upregulated genes, we performed KEGG pathway analysis and found several pathways activated in MECs including focal adhesion, proteoglycans and PI3k-Akt signaling pathway (Fig. 7A; and Supplementary Table 19). 

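Of 31 measured genes of focal adhesions and matrix receptors, 15 rose and 1 fell from ESC to N, and when adjusted over the list alone 25 were higher and 1 lower at an adjusted p under 0.05. As a set they passed with the preset correlation of the camera test (adjusted p = 1.2e-05), and not with the correlation estimated from the data (adjusted p = 0.604). Lamb3, a chain of laminin-332 of the basement membrane, rose from 1.28 ± 0.0160 to 86.4 ± 3.79 FPKM (SD, n = 2; log2 fold change 5.26, SE 0.06, adjusted p = 1.6e-08 from limma). Itgb4, a subunit of its integrin receptor, rose from 5.57 ± 1.82 to 88.0 ± 0.0120 FPKM (log2 fold change 3.79, SE 0.17, adjusted p = 2.6e-06). The matrix protein gene Thbs1 rose to 117 ± 11.2 FPKM (log2 fold change 5.69, SE 0.36, adjusted p = 1.2e-05), from 2.54 FPKM in ESC replicate 1, where fibroblast markers were higher, and 0.476 in ESC replicate 2. Cav1, a protein of caveolae, had 9.31 and 1.70 FPKM in these 2 libraries and 71.1 ± 4.32 FPKM in N (log2 fold change 3.77, SE 0.54, adjusted p = 0.000629). Col4a2, a chain of type IV collagen, had 30.9 and 12.3 FPKM in ESC and 56.5 ± 5.04 FPKM in N, and did not pass the thresholds (log2 fold change 1.48, SE 0.36, adjusted p = 0.00795). Of 24 genes of cell junctions, 10 rose and 3 fell (14 higher and 7 lower when adjusted over the list alone). The desmosome genes Pkp1 (6.72 on the log2 scale, adjusted p = 1.2e-08) and Dsp (3.68, adjusted p = 8.5e-08) were among those that rose. Cav1 lost its call without any 1 of the 6 HC11 libraries (adjusted p up to 0.0063), and without ESC replicate 1 Col4a2 was called up (adjusted p = 5.6e-06).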

We also performed different pathway analyses like BioCarta, and Wiki pathways, which are shown in Supplementary Fig. S1 and pathway scores, are shown in Supplementary Tables 40 and 41.

**Figure 6:**
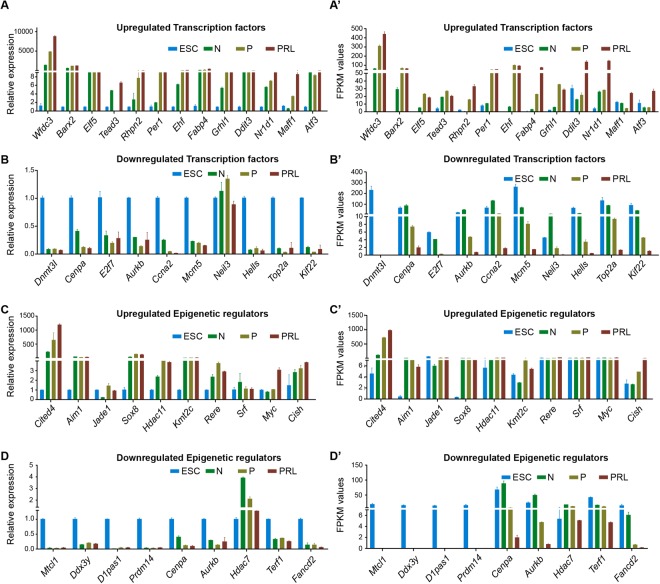
Real-time PCR validation of top up or downregulated TFs and ERs in ESC and HC11 MEC undergoing lactogenic differentiation. (**A**) Bar chart showing real-time PCR measured relative expression of upregulated and (**B**) downregulated TFs along with its respective RNA-seq FPKM values (**A’** and **B’**) in ESC, N, P and PRL treated HC11 cells. (**C**) Bar chart showing real-time PCR measured relative expression of up-regulated and (**D**) down-regulated ERs along with its respective RNA-seq FPKM values (**C’** and **D’**) in ESC, N, P and PRL treated HC11 cells.

**Figure 7:**
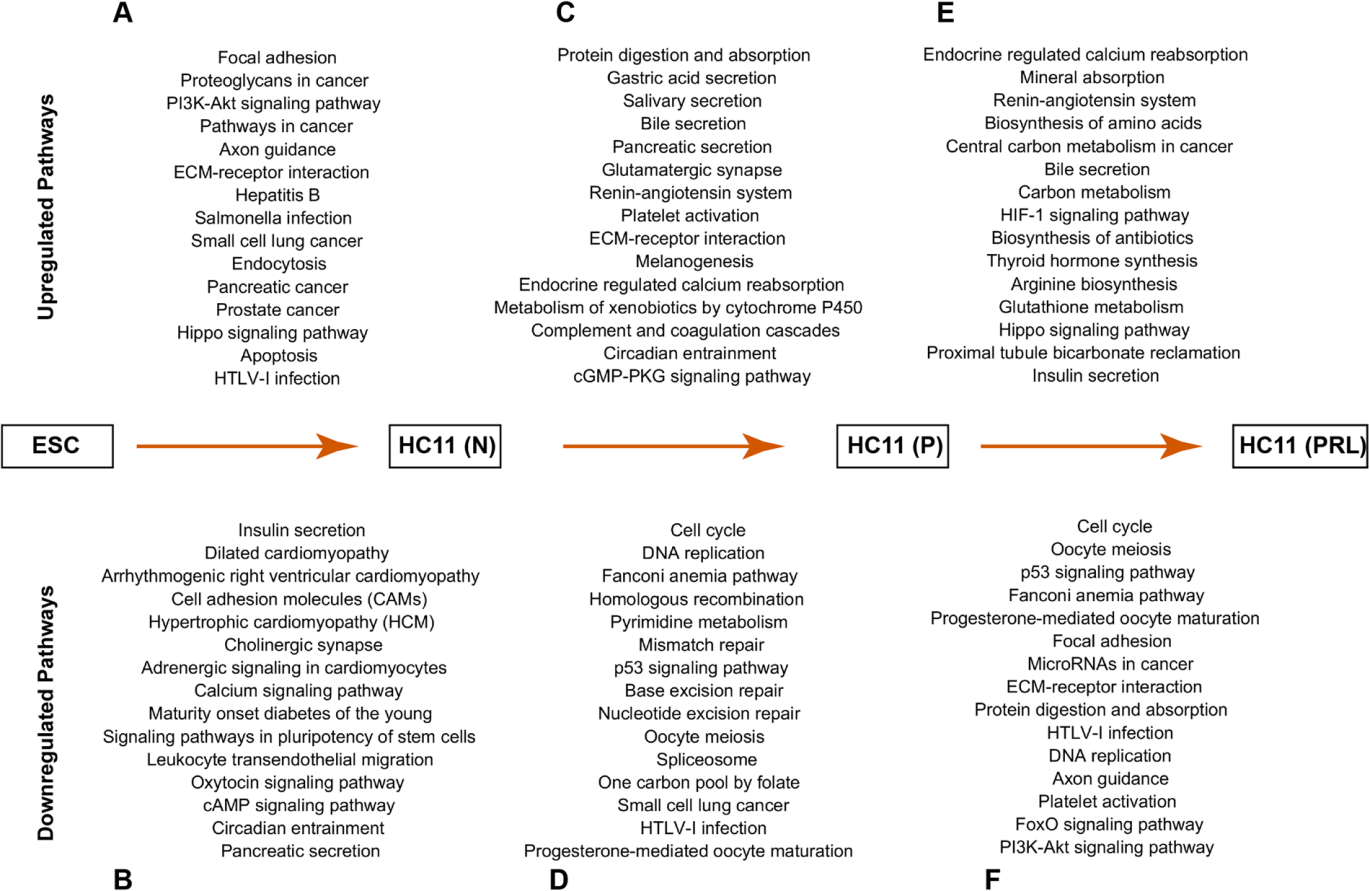
Pathway analysis of genes that are differentially expressed between ESC and HC11 MEC undergoing lactogenic differentiation. (**A**, **C** & **E**) KEGG pathways analysis of genes that are either upregulated and (**B**,**D** & **F**) downregulated between ESC vs normal HC11 cells (N), N vs GC primed (P) and P vs PRL treated HC11 cells respectively.

#### Downregulated genes

Similarly, we observed that about 3478 genes were downregulated in normal MEC compared to ESC (Fig. 2D; Supplementary Table 20). 

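Apoe, which encodes an apolipoprotein, had 2219 ± 46.0 FPKM in ESC and 5.53 ± 0.170 FPKM in N (SD, n = 2; log2 fold change −8.41, SE 0.06, adjusted p = 4.2e-09 from limma). Apoe lies on chromosome 7 of GRCm38 from 19696109 to 19699188. Nanog fell with a log2 fold change of −7.63 (SE 0.09, adjusted p = 1.7e-08). Akap12, a scaffold of protein kinase A, fell from 125 ± 6.21 to 1.10 ± 0.0787 FPKM (log2 fold change −5.91, SE 0.09, adjusted p = 3.3e-08). Gm2373 fell from 85.2 ± 5.83 to 0.354 ± 0.0564 FPKM (log2 fold change −5.99, SE 0.09, adjusted p = 4.1e-08). Mybl2, a Myb factor of dividing cells, fell from 418 ± 30.5 to 17.2 ± 0.263 FPKM (log2 fold change −4.52, SE 0.09, adjusted p = 8.4e-08), and fell again from N to P (log2 fold change −2.17, SE 0.09, adjusted p = 1.3e-05). Of 37 genes of DNA replication, 22 fell and 0 rose from ESC to N, and when adjusted over the list alone 34 were lower and 2 higher at an adjusted p under 0.05. Orc1, a subunit of the origin recognition complex, had a log2 fold change of −3.24 (adjusted p = 9.2e-07) and Cdt1, which loads the replicative helicase, one of −2.39 (adjusted p = 1.6e-06). With 1 library left out, 13 of the 37 fell without N replicate 1 and 14 without N replicate 2.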

The downregulated genes include *Nanog, Apoe, Akap12, Mybl2*, and *Gm2373* (Fig. 3D). Most of the genes that were downregulated found to be associated with the maintenance of stem cell state. We identified that 546 and 229 TFs and ERs are downregulated in MEC, respectively (Fig. 4G; Supplementary Tables 21 and 22). *Zfp42, Pou5f1, Esrrb*, and *Dnmt3l* are among the top downregulated TFs (Fig. 5C), whereas *Sox2, Mtcl1, Ddx3y*, and *Cdyl2* are the top downregulated ERs (Fig. 5F). Among them, *Pou5f1 and Sox2* are very important for the maintenance of ESC pluripotency^25,26^. The decreased expression of these factors in MEC suggests that these cells are differentiated. 

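All 26 measured genes of the pluripotency list fell from ESC to N, as they did when adjusted over the list alone. Zfp42, a zinc finger gene of ESC, had 1010 ± 118 FPKM in ESC (SD, n = 2) and was listed at 0 in each of the 6 HC11 libraries. Pou5f1 was listed at 0 in both N libraries, as were Tdh and Tdgf1, which encodes a coreceptor of Nodal and had 360 ± 34.3 FPKM in ESC. Esrrb, an orphan nuclear receptor, fell from 272 ± 10.4 FPKM to 0 and 0.00945 FPKM in the N libraries (log2 fold change −8.09, SE 0.08, adjusted p = 1.3e-08 from limma). Sox2 had a log2 fold change of −8.37 (SE 0.13, adjusted p = 4.1e-08). Mtcl1, which binds microtubules, fell from 19.3 ± 3.53 FPKM to 0.00589 and 0 FPKM (log2 fold change −4.33, SE 0.13, adjusted p = 4.1e-07). Cdyl2, a chromodomain gene, fell from 14.5 ± 0.815 FPKM to 0 and 0.0108 (log2 fold change −3.95, SE 0.08, adjusted p = 1.1e-07). The Y-linked genes Ddx3y, Eif2s3y and Uty, which were all 3 of this list that passed the filter, had 15.8 ± 1.70, 36.2 ± 2.24 and 4.45 ± 1.48 FPKM in ESC and were listed at 0 in every HC11 library. From the lower level of Pou5f1 and Sox2, which it describes as important for pluripotency, the paper proposes that the HC11 cells are differentiated.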

We confirmed the expression of top downregulated TFs (Fig. 6B) and ERs (Fig. 6D) by RT-PCR. FPKM data obtained from RNA-seq for these TFs and ERs is comparable to that of RT-PCR data (Fig. 6B’,D’). KEGG pathway analysis showed that genes involved in insulin secretion, dilated cardiomyopathy, arrhythmogenic right ventricular cardiomyopathy (ARVC), cell adhesion molecules and hypertrophic cardiomyopathy (HCM) were downregulated in MEC compared to ESC (Fig. 7B; Supplementary Table 23).

### Analysis of gene expression in HC11 MEC during GC priming

#### Upregulated genes

A total of 1141 genes were differentially expressed in MEC treated with GC compared to normal MEC (Fig. 2D). 

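Ibsp, Ogn and Ctgf, which encode matrix proteins, were among the genes that rose most from N to P. Bone sialoprotein, Ibsp, rose from 0.773 ± 0.178 to 88.0 ± 11.6 FPKM (SD, n = 2; log2 fold change 5.65, SE 0.17, adjusted p = 4.9e-06 from limma). Ibsp lies on chromosome 5 of GRCm38 from 104299171 to 104311469. Ogn, a small proteoglycan of matrix that is also on the fibroblast list, rose from 0.102 ± 0.00133 to 37.8 ± 1.18 FPKM (log2 fold change 5.14, SE 0.12, adjusted p = 2.2e-06). Ctgf, a secreted matrix protein, rose from 13.4 ± 1.73 to 791 ± 0.934 FPKM (log2 fold change 5.78, SE 0.22, adjusted p = 9.4e-06). Cyp2f2 rose from 0.107 ± 0.0182 FPKM in N (log2 fold change 4.74, SE 0.10, adjusted p = 1.8e-06). Capn6, a calpain without protease activity, rose from 0.0730 ± 0.0163 to 14.2 ± 0.936 FPKM (log2 fold change 3.82, SE 0.36, adjusted p = 0.000282). Adcy8 was listed at 0 in both N libraries and reached 2.64 and 2.44 FPKM in P. Atp1b1, a subunit of the sodium pump, rose from 4.19 ± 0.173 to 194 ± 2.58 FPKM (log2 fold change 5.23, SE 0.06, adjusted p = 4.4e-07). Of 22 listed milk protein genes 15 were measured. Of these, 8 rose and 0 fell at priming, and when adjusted over the list alone 11 were higher and 1 lower at an adjusted p under 0.05. Wfdc18 rose from 316 ± 3.34 FPKM in N (log2 fold change 4.11, SE 0.08, adjusted p = 1.6e-06), Ltf, lactoferrin, from 0.126 ± 0.0240 to 14.8 ± 3.13 FPKM (log2 fold change 3.79, SE 0.14, adjusted p = 9.4e-06). The milk fat globule mucin Muc15 rose from 1.62 ± 0.142 to 33.1 ± 0.300 FPKM (log2 fold change 3.71, SE 0.09, adjusted p = 2.2e-06). Capn6 lost its call without any 1 of the 6 HC11 libraries (adjusted p up to 0.00442).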

Some of the upregulated genes include *Ogn, Cyp2f2, Capn6, Ibsp*, and *Adcy8* (Fig. 3C; Supplementary Table 24). Interestingly, we found only 74 TFs and 16 ERs upregulated in GC primed vs normal MEC (Fig. 4G; Supplementary Tables 25 and 26). Upregulated TFs in GC primed MEC include *Rhpn2, Hivep3, Ehf* and *Tsc22d3* whereas upregulated ERs include *Cited4, Luzp2, Jade1* and *Tox* (Fig. 5B,E). We have validated the expression of significantly upregulated TFs and ERs by RT-PCR (Fig. 6A,C). The expression of upregulated TFs and ERs is in concurrence with FPKM data of RNA-seq (Fig. 6A’,C’). The epigenetic regulator and a transcriptional coactivator, *Cited4* that was upregulated during priming is known to be involved in milk secretion from mammary gland^27^. 

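Cited4, a coactivator that binds CBP and p300, rose from 123 ± 5.23 FPKM in N to 728 ± 18.6 FPKM in P (SD, n = 2; log2 fold change 2.55, SE 0.16, adjusted p = 5.1e-05 from limma). Cited4 lies on chromosome 4 of GRCm38 from 120666572 to 120667820. PRL cells had 983 ± 20.2 FPKM, which did not differ from P past the thresholds (log2 fold change 0.43, SE 0.16, adjusted p = 0.0752). Ehf rose from N to P with a log2 fold change of 3.76 (SE 0.08, adjusted p = 1.6e-06). Rhpn2 rose from 0.510 ± 0.104 to 16.0 ± 0.635 FPKM (log2 fold change 3.49, SE 0.10, adjusted p = 4.8e-06). Tsc22d3, which encodes GILZ and is a direct target of the GC receptor, rose from 10.0 ± 2.33 to 116 ± 1.15 FPKM (log2 fold change 3.43, SE 0.20, adjusted p = 4.3e-05). It belongs to a list of 23 measured targets of this receptor, of which 11 rose and 0 fell, and when adjusted over the list alone 14 were higher and 2 lower at an adjusted p under 0.05. Fkbp5, a cochaperone of the receptor, had a log2 fold change of 3.09 (adjusted p = 6.1e-06), and the sulfotransferase Sult1a1 one of 2.85 (adjusted p = 5.7e-06). The metallothionein genes Mt1 (−0.40, adjusted p = 0.381) and Mt2 (−0.74, adjusted p = 0.143) of the same list did not pass the thresholds. Hivep3 and Luzp2 were below the filter, with at most 0.951 and 0.162 FPKM in P. Cited4 lost its call without any 1 of the N and P libraries (adjusted p up to 0.0013), and Tsc22d3 without P replicate 1 or P replicate 2 (adjusted p up to 0.00106).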

Further, genes shown to play a role in chromatin remodeling and decompaction such as *Chd9*^28^ and *Myc*^29^ are significantly upregulated during priming with GC (Figs 5E, 6C and C’). 

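Chd9, a chromodomain helicase, rose from 3.05 ± 0.170 FPKM in N to 10.1 ± 0.0463 FPKM in P (SD, n = 2; log2 fold change 1.45, SE 0.13, adjusted p = 0.000226 from limma). Chd9 lies on chromosome 8 of GRCm38 from 90828352 to 91054516. It stood at 4.50 ± 0.161 FPKM in PRL cells. Jade1 and Jade2, which belong to complexes that acetylate histones, rose from 6.01 ± 0.346 to 24.0 ± 0.734 FPKM (log2 fold change 1.84, SE 0.07, adjusted p = 1.0e-05) and from 5.29 ± 0.132 to 18.0 ± 0.195 FPKM (log2 fold change 1.60, SE 0.09, adjusted p = 4.3e-05). Myc, a growth factor response gene that encodes a TF, had 26.4 ± 0.0128 FPKM in N and 11.7 ± 0.427 FPKM in P (log2 fold change −1.11, SE 0.14, adjusted p = 0.00101), which did not pass the thresholds. Tox, an HMG box gene, had 0.296 ± 0.0360 and 1.19 ± 0.0302 FPKM and did not pass either (log2 fold change 0.76, SE 0.09, adjusted p = 0.000871). Of 23 measured chromatin remodelers, 3 rose and 0 fell, namely Chd9, Jade1 and Jade2, and when adjusted over the list alone 8 were higher and 6 lower at an adjusted p under 0.05. The helicase Chd4 of the NuRD complex had 83.9 ± 2.25 FPKM in N and 78.7 ± 2.77 in P (log2 fold change −0.09, SE 0.06, adjusted p = 0.284). From P to PRL, 0 of the 23 genes passed the thresholds in limma (1 was down without ESC replicate 1 or ESC replicate 2), while 14 were lower and 0 higher at an unadjusted p under 0.05 and also when adjusted over the list alone. Chd9 lost its call without any 1 of the 6 HC11 libraries (adjusted p up to 0.00394) and Jade2 without N replicate 1, P replicate 1 or P replicate 2 (adjusted p up to 0.00125), while Myc was called down without ESC replicate 1 or ESC replicate 2 (adjusted p down to 2.4e-05).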

Most of the upregulated genes are known to be involved in pathways corresponding to protein digestion and absorption, gastric acid secretion, salivary secretion, glutamatergic synapse, melanogenesis and circadian entrainment (Fig. 7C and Supplementary Table 27).

#### Downregulated genes

We found a total of about 1026 genes that were significantly downregulated in HC11 MEC during priming with GC (Fig. 2D; Supplementary Table 28), which include *Etv4, Gzmc, 4732456N10rik, Fam64a* and *Krt42* (Fig. 3D). Moreover, we found that 186 TFs and 107 ERs were downregulated in GC primed HC11 MEC (Fig. 4G; Supplementary Tables 29 and 30). *Etv4, Id3, Hist1h3h, Cenpa*, and *E2f7* are some of TFs that were downregulated during priming (Fig. 5C), whereas *Ncapg, Aurkb, Nek2, Hist1h2ai*, and *Cenpe* are some of the downregulated ERs (Fig. 5F). 

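Etv4, an Ets factor of growth factor signalling, fell from 11.8 ± 0.344 FPKM in N to 0.115 ± 0.0892 FPKM in P (SD, n = 2; log2 fold change −3.52, SE 0.10, adjusted p = 4.1e-06 from limma). Etv4 lies on chromosome 11 of GRCm38 from 101769742 to 101785371. Id3 fell from 227 ± 35.2 to 14.7 ± 2.79 FPKM. The S phase regulator E2f7 fell from 4.17 ± 0.00974 to 0.338 ± 0.0154 FPKM (log2 fold change −1.95, SE 0.08, adjusted p = 1.5e-05) and Cenpa, the histone H3 variant of centromeres, from 89.0 ± 11.7 to 7.44 ± 0.456 FPKM (log2 fold change −3.41, SE 0.17, adjusted p = 2.6e-05). The condensin gene Ncapg fell from 14.3 ± 0.0703 to 1.05 ± 0.0132 FPKM (log2 fold change −2.90, SE 0.09, adjusted p = 5.3e-06). The mitotic kinase Aurkb fell from 50.0 ± 4.27 to 4.77 ± 0.0537 FPKM (log2 fold change −3.14, SE 0.11, adjusted p = 7.4e-06) and the kinetochore motor Cenpe from 10.1 ± 0.766 to 1.12 ± 0.0326 FPKM (log2 fold change −2.39, SE 0.16, adjusted p = 6.6e-05). Outside the cell cycle, Gzmc fell to 0.109 ± 0.0916 FPKM (log2 fold change −3.27, SE 0.09, adjusted p = 4.1e-06) and 4732456N10Rik to 0.798 ± 0.244 FPKM (log2 fold change −3.48, SE 0.11, adjusted p = 6.2e-06). The keratin gene Krt42 fell from 28.4 ± 0.935 to 1.61 ± 0.179 FPKM (log2 fold change −3.50, SE 0.14, adjusted p = 1.1e-05). Fam64a, a mitotic gene, fell from 41.5 ± 1.00 to 2.26 ± 0.218 FPKM (log2 fold change −3.70, SE 0.09, adjusted p = 1.8e-06). The histone gene Hist1h3h fell from 7.09 ± 0.910 to 0.211 ± 0.0633 FPKM (log2 fold change −2.73, SE 0.15, adjusted p = 3.1e-05). Hist1h2ai had 18.2 ± 0.445 FPKM in N and 1.56 ± 0.287 in P and did not pass the thresholds (log2 fold change −2.91, SE 0.40, adjusted p = 0.00152). Its ESC libraries differed, at 351 and 939 FPKM, and without ESC replicate 1 or ESC replicate 2 it was called down (adjusted p down to 4.0e-06). Cenpe lost its call without any 1 of the N and P libraries (adjusted p up to 0.00154).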

The TFs *Etv4, E2f7*, and *Aurkb* are known to be involved in cellular proliferation^30–32^. Further, we validated the expression of top downregulated TFs (Fig. 6B) and ERs (Fig. 6D) by RT-PCR and decreased expression of these TFs and ERs during priming is comparable with FPKM data obtained from RNA-seq (Fig. 6B’,D’). The significantly downregulated genes were mostly involved in the cellular proliferation, DNA binding, and cellular growth-related functions. 

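All 36 measured genes of the mitosis list fell from N to P, as they did when adjusted over the list alone. The cyclin gene Ccnb1 fell from 65.2 ± 2.73 to 5.08 ± 0.590 FPKM (SD, n = 2; log2 fold change −3.45, SE 0.20, adjusted p = 4.4e-05 from limma). The kinase Plk1 fell from 66.3 ± 0.732 to 5.49 ± 0.0168 FPKM (log2 fold change −3.37, SE 0.21, adjusted p = 5.7e-05). Of 37 genes of DNA replication, 32 fell and 0 rose, and all 37 were lower at an adjusted p under 0.05 when adjusted over the list alone. Mcm5, a subunit of the replicative helicase, fell from 71.1 ± 5.04 to 8.13 ± 0.904 FPKM (log2 fold change −2.98, SE 0.11, adjusted p = 1.0e-05). Ccne1, a cyclin of the start of S phase, fell from 16.3 ± 0.757 to 1.53 ± 0.211 FPKM (log2 fold change −2.77, SE 0.21, adjusted p = 0.000109). Of 19 genes of pyrimidine metabolism, 11 fell and 0 rose (14 lower and 1 higher when adjusted over the list alone), among them Rrm2, a subunit of ribonucleotide reductase (log2 fold change −2.96, SE 0.18, adjusted p = 4.7e-05), and the thymidine kinase Tk1 (log2 fold change −2.58, SE 0.09, adjusted p = 8.6e-06). Of 32 genes of the Fanconi anemia pathway and homologous recombination, 14 fell and 0 rose (21 lower and 1 higher when adjusted over the list alone). Among them, Fancd2 fell from 6.09 ± 0.695 to 0.692 ± 0.104 FPKM (log2 fold change −2.06, SE 0.24, adjusted p = 0.000676). Fance did not pass the thresholds (15.3 ± 0.498 and 14.0 ± 0.665 FPKM, log2 fold change −0.12, SE 0.14, adjusted p = 0.522). Without N replicate 1, N replicate 2, P replicate 1 or P replicate 2, the mitosis genes that fell numbered 25, 26, 24 and 26, those of DNA replication 12, 15, 13 and 15, those of pyrimidine metabolism 3, 4, 3 and 4 and those of the Fanconi pathway 3, 4, 4 and 3. Of the genes named here, Mcm5 and Tk1 kept their calls without any 1 library, and Fancd2 lost its call without any 1 of the 6 HC11 libraries (adjusted p up to 0.00879). Plk1, Ccne1 and Rrm2 lost theirs without any 1 of the N and P libraries, and Ccnb1 without N replicate 1 or P replicate 1 (adjusted p up to 0.00223).

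**Figure D3:**
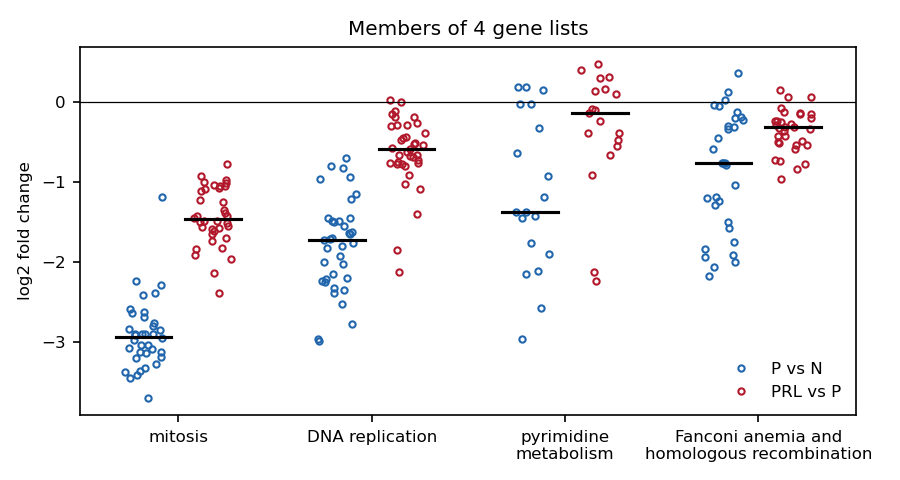
Log2 fold change of each measured member of 4 gene lists for P vs N and PRL vs P, with 1 point per gene and a black line at each median. All 36 mitosis genes lie below 0 in both comparisons.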

Pathway analysis of the downregulated genes showed that pathways related to cell cycle, DNA replication, Fanconi anemia pathway, homologous recombination as well as pyrimidine metabolism are all downregulated (Fig. 7D; Supplementary Table 31).

### Analysis of gene expression in PRL treated HC11 MEC

#### Upregulated genes

To gain further insight into the changes in HC11 MEC during lactogenic differentiation, gene expression profile, pathway analysis and expression of TFs and ERs were analyzed in GC treated vs. prolactin + GC (PRL) treated HC11 MEC. Gene expression analysis revealed a total of 385 genes to be significantly upregulated in MEC treated with PRL vs. MEC treated with GC (Fig. 2D; Supplementary Table 32). *Csn2, Wap, Pip, Ptgds, Klk1b9, Arl4d*, and *Pigr* are some of the highly expressed genes in MEC treated with PRL (Fig. 3A,C). It is interesting to note that PRL triggers the expression of major milk proteins such as *Csn2*, *Wap*, and *Pip*, which constitute up to 80% of total milk proteins. 

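Csn2 rose from P to PRL with a log2 fold change of 6.57 (SE 0.11, adjusted p = 3.8e-06 from limma), the largest rise of the comparison. Csn2 lies on chromosome 5 of GRCm38 from 87692624 to 87699630. Wap had a log2 fold change of 3.08 (SE 0.11, adjusted p = 7.5e-05). Pip, prolactin-inducible protein, rose from 11.4 ± 0.811 to 27.2 ± 1.66 FPKM (SD, n = 2; log2 fold change 1.19, SE 0.09, adjusted p = 0.00058). Pigr, the receptor that carries antibodies into milk, rose from 1.43 ± 0.116 to 35.0 ± 1.85 FPKM (log2 fold change 3.88, SE 0.10, adjusted p = 2.4e-05). The milk fat globule gene Btn1a1 rose from 13.9 ± 0.00675 to 43.5 ± 6.12 FPKM (log2 fold change 1.57, SE 0.12, adjusted p = 0.000514). The list of milk protein genes holds 22, of which only 15 were measured, so that the counts do not cover all of it. These 5 are the genes called up among the 15, of which 0 were called down (7 higher and 5 lower when adjusted over the list alone). Spp1 (−0.25, adjusted p = 0.17) and Wfdc18 (−0.27, adjusted p = 0.0482) of the same list did not pass the thresholds. Of 12 measured kallikrein genes, which encode related serine proteases on chromosome 7, 10 rose and 0 fell, and all 12 were higher when adjusted over the list alone. Klk1b1 had a log2 fold change of 4.29 (adjusted p = 0.000115) and Klk1b9 one of 3.86 (adjusted p = 5.1e-05), while Klk1 rose from 2.05 ± 0.601 to 29.1 ± 2.46 FPKM (log2 fold change 3.31, SE 0.16, adjusted p = 0.000117). Ptgds, a prostaglandin synthase, rose from 2.33 ± 0.583 to 86.6 ± 1.90 FPKM (log2 fold change 4.73, SE 0.21, adjusted p = 0.000117). The small GTPase Arl4d rose from 0.728 ± 0.177 to 27.3 ± 4.29 FPKM (log2 fold change 4.03, SE 0.17, adjusted p = 0.000111). Csn2 kept its call without any 1 library (adjusted p up to 0.000366). Each other gene called here lost it without P replicate 2, PRL replicate 1 or PRL replicate 2, those other than Klk1b1 without P replicate 1, and those other than Wap, Pigr, Klk1b9 and Arl4d without N replicate 1 or N replicate 2 (adjusted p up to 0.0119).

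**Figure D4:**
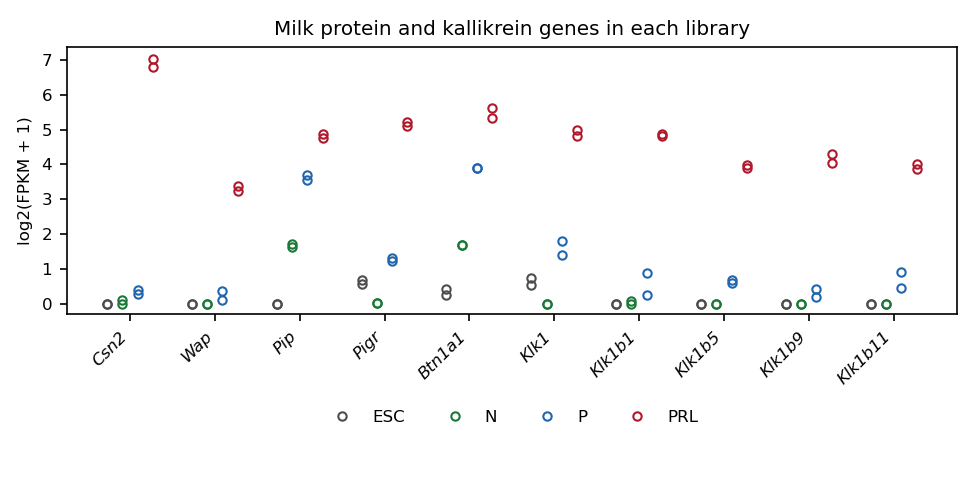
FPKM of 5 milk protein genes and 5 kallikrein genes in each of the 8 libraries, as log2(FPKM + 1), with 1 point per library. Each gene is highest in the 2 PRL libraries.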

We noticed that 47 TFs and 7 ERs were upregulated with PRL treatment (Fig. 4G; Supplementary Tables 33 and 34). *Trib3, Ddit3, Nr1d1, Maff*, and *Atf3* are some of the TFs upregulated with PRL treatment and *Rere, Srf* and *Myc* are some of the ERs highly expressed in PRL treated HC11 MECs (Fig. 5B,E). Upon validation of top upregulated TFs (Fig. 6A) and ERs (Fig. 6C) by RT-PCR, it was revealed that the RT-PCR confirms the FPKM data (Fig. 6A’,C’). *Trib3*, a TF that is associated with various ER stress responses, is upregulated in the lactating period, which requires a high demand for protein synthesis^33^. Xbp1 is another TF that was upregulated during PRL treatment and is required for proliferation and differentiation of MEC^34^. 

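Trib3, a pseudokinase induced under stress of the endoplasmic reticulum, rose from 14.8 ± 0.891 FPKM in P to 85.0 ± 11.0 FPKM in PRL (SD, n = 2; log2 fold change 2.44, SE 0.14, adjusted p = 0.000225 from limma). Trib3 lies on chromosome 2 of GRCm38 from 152337422 to 152344032. Ddit3, the stress factor CHOP, rose from 22.0 ± 3.62 to 139 ± 16.0 FPKM (log2 fold change 2.61, SE 0.16, adjusted p = 0.000287). The clock repressor Nr1d1 rose from 28.4 ± 0.371 to 149 ± 10.1 FPKM (log2 fold change 2.35, SE 0.22, adjusted p = 0.000842), and the small Maf factor Maff from 4.65 ± 0.129 to 24.5 ± 1.36 FPKM (log2 fold change 2.17, SE 0.09, adjusted p = 0.000105). Of 23 measured genes of the integrated stress response through ATF4, 8 rose and 0 fell, and when adjusted over the list alone 16 were higher and 0 lower at an adjusted p under 0.05. Nupr1, a small stress protein, had a log2 fold change of 1.92 (adjusted p = 0.000486), and Atf5 one of 1.44 (adjusted p = 0.000704). Xbp1, the factor of the unfolded protein response, had 61.9 ± 0.965 FPKM in P and 122 ± 5.79 in PRL, a log2 fold change of 0.97 that lies below the threshold of 1 (adjusted p = 0.000706). Of 20 measured protein folding genes that respond to XBP1 and ATF6, Herpud1 rose (log2 fold change 1.84, SE 0.13, adjusted p = 0.00042) and 0 fell, and when adjusted over the list alone 8 were higher and 1 lower. Atf3 (2.06, adjusted p = 0.00327), Rere (0.97, adjusted p = 0.0021), Srf (0.93, adjusted p = 0.00307) and Myc (1.17, adjusted p = 0.00184) did not pass the thresholds. Each gene called here lost its call without any 1 of the 6 HC11 libraries (adjusted p up to 0.0138), as did all other members of both lists. Atf3 and Myc were called up without ESC replicate 1 or ESC replicate 2 (adjusted p down to 9.7e-05 and 7.4e-05).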

KEGG analysis revealed that PRL activates several other pathways that include endocrine and other factor-regulated calcium reabsorption, mineral absorption, renin-angiotensin system and biosynthesis of amino acids (Fig. 7E and Supplementary Table 35).

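Of 21 measured genes of calcium and mineral transport, 7 rose and 1 fell from P to PRL, and when adjusted over the list alone 11 were higher and 4 lower at an adjusted p under 0.05. Fxyd2, a regulator of the sodium pump, rose from 3.74 ± 0.0204 to 35.4 ± 2.52 FPKM (SD, n = 2; log2 fold change 2.94, SE 0.16, adjusted p = 0.000197 from limma). Fxyd2 lies on chromosome 9 of GRCm38 from 45399669 to 45410278. The phosphate transporter Slc34a2 rose from 1.99 ± 0.0906 to 9.85 ± 1.26 FPKM (log2 fold change 1.85, SE 0.12, adjusted p = 0.000286), and Ftl1 from 961 ± 5.58 to 3120 ± 161 FPKM (log2 fold change 1.70, SE 0.08, adjusted p = 0.000117). The gene that fell was Trpv6, from 35.5 ± 1.81 to 14.3 ± 1.33 FPKM (log2 fold change −1.26, SE 0.09, adjusted p = 0.000511). Of 27 measured genes of amino acid biosynthesis, 4 rose and 0 fell, and when adjusted over the list alone 16 were higher and 0 lower. Arg1, arginase, rose from 155 ± 11.4 to 816 ± 15.1 FPKM (log2 fold change 2.40, SE 0.08, adjusted p = 5.1e-05). Asparagine synthetase (Asns) rose from 38.9 ± 1.33 to 90.8 ± 10.8 FPKM (log2 fold change 1.20, SE 0.12, adjusted p = 0.000996), and the glycolytic enzyme Aldoa from 1398 ± 33.0 to 2923 ± 141 FPKM (log2 fold change 1.06, SE 0.07, adjusted p = 0.000287). Of 9 measured genes on a list of 10 for lactose synthesis, 2 rose and 0 fell (3 higher and 1 lower when adjusted over the list alone), namely the glucose transporter Slc2a1 (log2 fold change 1.45, SE 0.06, adjusted p = 7.5e-05) and the hexokinase Hk2 (log2 fold change 1.57, SE 0.07, adjusted p = 9.9e-05). All calls on these 3 lists were lost without P replicate 1, P replicate 2, PRL replicate 1 or PRL replicate 2, and those of genes other than Arg1, Slc2a1 and Hk2 also without N replicate 1 or N replicate 2 (adjusted p up to 0.0151).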

#### Downregulated genes

In PRL treated HC11 MEC, 655 genes were downregulated compared with primed MECs (Fig. 2D). Genes such as *Mki67, Cenpf, Cenpe*, and *Shcbp1* were downregulated upon PRL treatment (Fig. 3D; Supplementary Table 36). We found that 114 TFs and 46 ERs, respectively are downregulated in PRL treated MEC (Fig. 4G; Supplementary Tables 37 and 38). Highly downregulated TFs are *Mki67, Ccna2, Neil3, Top2a* and *Erg*, and ERs are *Cenpf, Cenpe, Smc2, Hells* and *Aurkb* (Fig. 5C,F). 

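Mki67, a protein of dividing cells, fell from 3.28 ± 0.188 FPKM in P to 0.138 ± 0.00290 FPKM in PRL (SD, n = 2; log2 fold change −1.91, SE 0.11, adjusted p = 0.000225 from limma). Mki67 lies on chromosome 7 of GRCm38 from 135689784 to 135716361. Ccna2 fell from 13.8 ± 0.546 to 1.82 ± 0.137 FPKM (log2 fold change −2.39, SE 0.17, adjusted p = 0.00042) and topoisomerase Top2a from 9.42 ± 0.354 to 1.37 ± 0.0536 FPKM (log2 fold change −2.14, SE 0.18, adjusted p = 0.000661). The condensin gene Smc2 fell with a log2 fold change of −1.55 (adjusted p = 0.000509), the helicase Hells with −1.55 (adjusted p = 0.000909), Aurkb with −1.70 (adjusted p = 0.000293) and Shcbp1, a binding partner of the adaptor Shc, with −1.73 (adjusted p = 0.00038). Erg, an Ets factor, fell from 2.15 ± 0.186 to 0.226 ± 0.0759 FPKM (log2 fold change −1.36, SE 0.09, adjusted p = 0.000368). The imprinted zinc finger gene Peg3 fell from 23.9 ± 0.105 to 3.88 ± 0.459 FPKM (log2 fold change −2.35, SE 0.11, adjusted p = 0.000117). Zcchc5 fell from 85.1 ± 4.57 to 24.4 ± 2.02 FPKM (log2 fold change −1.77, SE 0.09, adjusted p = 0.000161). Cenpf, a kinetochore protein, had 1.15 ± 0.247 FPKM in P and 0.0372 ± 0.0186 in PRL (log2 fold change −1.05, SE 0.24, adjusted p = 0.018), and Cenpe had 0.0753 ± 0.0317 FPKM in PRL (log2 fold change −0.98, SE 0.16, adjusted p = 0.00506). Neil3, a DNA repair glycosylase, had 1.80 ± 0.483 and 0.141 ± 0.0882 FPKM (log2 fold change −1.29, SE 0.14, adjusted p = 0.0012). These last 3 did not pass the thresholds. Cenpf and Neil3 were called down without ESC replicate 1 or ESC replicate 2 (adjusted p down to 0.000336 and 0.000492). The genes called here lost their calls without any 1 of the 6 HC11 libraries (adjusted p up to 0.0143).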

We validated the expression of downregulated TFs and ERs by RT-PCR (Fig. 6B,D) and is comparable with FPKM data (Fig. 6B’,D’). KEGG analysis for downregulated genes revealed several pathways that are affected such as cell cycle, p53 signaling, Fanconi anemia pathway, and focal adhesion (Fig. 7F; Supplementary Table 39).

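Of the 36 mitosis genes, 15 fell from P to PRL and 0 rose, and all 36 were lower at an adjusted p under 0.05 when adjusted over the list alone. Pbk, a mitotic kinase, fell from 6.26 ± 0.127 FPKM in P to 0.862 ± 0.0277 FPKM in PRL (SD, n = 2; log2 fold change −1.96, SE 0.14, adjusted p = 0.000476 from limma). Of 24 measured genes of p53 signaling, 3 fell and 0 rose (5 higher and 11 lower when adjusted over the list alone). They are the cell cycle genes Rrm2 (log2 fold change −2.13, SE 0.18, adjusted p = 0.00067) and Cdk1 (log2 fold change −1.52, SE 0.13, adjusted p = 0.000694), and Igfbp3, a secreted protein that binds insulin-like growth factors (log2 fold change −1.24, SE 0.08, adjusted p = 0.000363). The p53 target Perp, a protein of desmosomes, had 500 ± 4.26 FPKM in P and 801 ± 47.2 in PRL and did not pass the thresholds (log2 fold change 0.68, SE 0.10, adjusted p = 0.00417). Of 37 genes of DNA replication, 4 fell and 0 rose (28 lower and 0 higher when adjusted over the list alone), with Mcm5 at −1.85 on the log2 scale (adjusted p = 0.000286). Of 32 genes of the Fanconi anemia pathway and homologous recombination, 0 passed the thresholds in limma, with 19 lower and 0 higher at an unadjusted p under 0.05 (17 and 0 when adjusted over the list alone). Of 31 genes of focal adhesions and matrix receptors 0 passed in limma (1 was down without ESC replicate 1 or ESC replicate 2), with 2 higher and 9 lower at an unadjusted p under 0.05, and 2 were higher and 6 lower when adjusted over the list alone. The matrix protein Fn1 had 125 ± 4.19 FPKM in P and 224 ± 26.0 in PRL (log2 fold change 0.83, SE 0.12, adjusted p = 0.00328). The median of all genes lay at −0.148 from P to PRL. Against other genes, the p53 and focal adhesion lists were not lower by camera with the preset correlation (adjusted p = 0.784 and 0.783). The mitosis, DNA replication and Fanconi lists were lower by that test (adjusted p up to 0.0061), but not with the correlation estimated (adjusted p of at least 0.271). Without any 1 of the 6 HC11 libraries, 0 genes of these lists were called (adjusted p of those named up to 0.012), and without ESC replicate 1 or ESC replicate 2, 33 of the mitosis genes were down.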

### Confirmation of specific factors expression during lactogenic differentiation

In addition to mRNA expression analysis, immunoblotting for selected markers were performed to determine their expression during lactogenic differentiation of HC11 MECs (Fig. 8A,B). Expression of Stat5a and 5b were increased during differentiation and mainly, the expression of Stat saturated during priming. 

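Dnmt3l, a cofactor of the enzymes that methylate DNA anew, had 233 ± 48.3 FPKM in ESC (SD, n = 2) and was listed at 0 in both N libraries. It had 0 and 0.0305 FPKM in P and 0.0143 and 0 FPKM in PRL, levels of 2 and 1 fragments in the libraries above 0. Dnmt3l lies on chromosome 10 of GRCm38 from 78041947 to 78063622. The maintenance methyltransferase Dnmt1 fell from 61.8 ± 1.67 FPKM in N to 27.3 ± 1.02 in P (log2 fold change −1.15, SE 0.07, adjusted p = 3.8e-05 from limma) and had 15.3 ± 0.670 FPKM in PRL (log2 fold change −0.79, SE 0.07, adjusted p = 0.000635). Of 21 measured genes of DNA methylation and of deacetylases, 2 fell and 0 rose from N to P, Dnmt1 and its partner Uhrf1 (log2 fold change −2.76, SE 0.11, adjusted p = 1.1e-05), with 6 higher and 3 lower when adjusted over the list alone. Hdac11, a histone deacetylase, had 8.63 ± 0.317 FPKM in N, 19.7 ± 1.02 in P and 26.3 ± 0.0695 in PRL (log2 fold change 1.10, SE 0.23, adjusted p = 0.00789 for P vs N). Without ESC replicate 1 or ESC replicate 2, which do not belong to that comparison but share its fit, Hdac11 was called up (adjusted p down to 2.0e-05). Dnmt1 lost its call without P replicate 2 (adjusted p = 0.0011).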

Interestingly, expression of Dnmt3l protein level is increased during the course of differentiation of HC11 MECs in contrast to RT-PCR data and FRKM data (Fig. 6B,B’). Furthermore, our data reveal that Hdac11 expression increased with PRL treatment (Fig. 8A,B).

**Figure 8:**
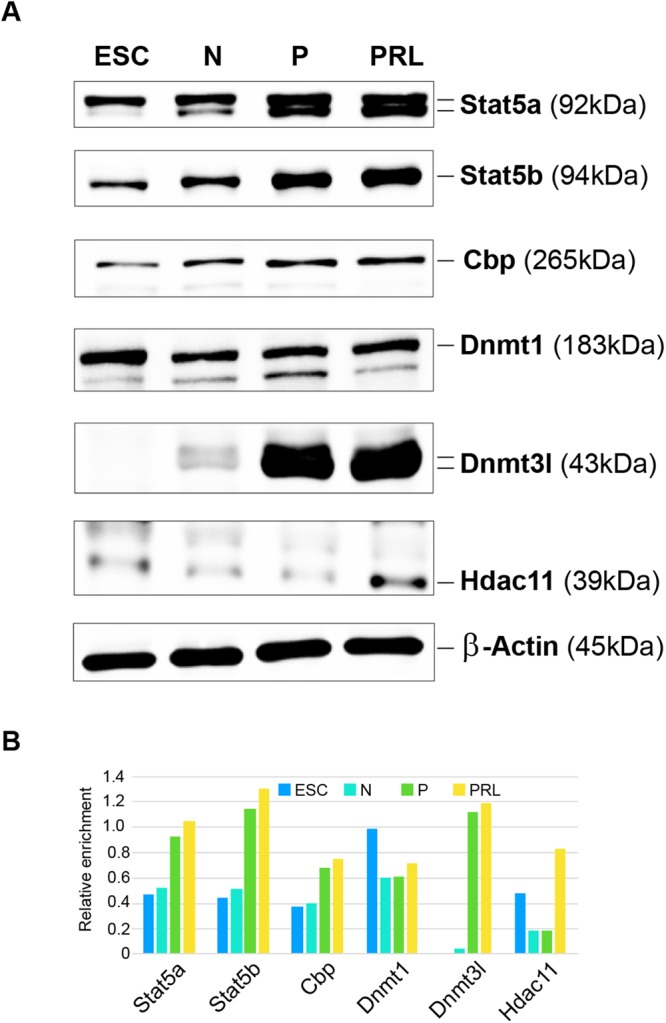
Validation of selective markers in ESC and HC11 MEC undergoing lactogenic differentiation. (**A**) Immunoblots showing steady-state levels of selective markers in ESC, N, P, and PRL treated HC11 cells. (**B**) Bar chart showing relative abundance of respective protein normalized against β-actin levels.

## Discussion

The development of mammary gland and lactogenic differentiation of MEC are highly complex biological processes and mediated by several endocrine factors including glucocorticoids, prolactin, insulin, and EGF. Precise and coordinated control of gene expression is vital for lactogenesis. Recent microarray-based studies in HC11 MECs investigated the role of PRL and its relevance to breast cancer^18^. However, the mechanism of multistage lactogenic differentiation of MEC remains unclear. To gain insights into the mechanism of lactogenic differentiation, we employed HC11 MEC and compared the profile of transcripts from normal, GC primed, and PRL treated cells. Further, we garnered the clues about key TFs and ERs that drive the lineage-specific differentiation of ESC to MEC. It is interesting to note that priming induces PRL receptor in MEC, which could help in eliciting PRL signaling following treatment with PRL. 

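Prlr, the receptor of prolactin, had 1.21 ± 0.0344 FPKM in N, 1.99 ± 0.403 in P and 0.580 ± 0.0614 in PRL (SD, n = 2). Prlr lies on chromosome 15 of GRCm38 from 10177238 to 10349180. Neither step passed the thresholds, with a log2 fold change of 0.43 (SE 0.11, adjusted p = 0.0181 from limma) from N to P and of −0.91 (SE 0.11, adjusted p = 0.00186) from P to PRL. From ESC, where it had 0 and 0.0125 FPKM, to N it rose (log2 fold change 1.13, SE 0.11, adjusted p = 8.9e-05). Of 14 measured genes of prolactin and STAT5 signalling, 2 rose and 1 fell from N to P, and when adjusted over the list alone 9 were higher and 3 lower at an adjusted p under 0.05. Besides Elf5, the growth factor Igf2 rose, from 0.313 ± 0.213 to 6.92 ± 0.0592 FPKM (log2 fold change 2.60, SE 0.19, adjusted p = 0.000101). Socs3, an inhibitor of cytokine signalling, fell from 66.8 ± 3.37 to 20.7 ± 2.15 FPKM (log2 fold change −1.65, SE 0.11, adjusted p = 7.8e-05). From P to PRL, 0 of the 14 passed the thresholds in limma (1 was down without ESC replicate 1 or ESC replicate 2), with 4 higher and 6 lower at an unadjusted p under 0.05 (4 and 5 when adjusted over the list alone). Stat5a, the factor that carries the signal to the nucleus, had 10.1 ± 0.375, 19.7 ± 0.126 and 19.3 ± 2.24 FPKM in N, P and PRL and did not pass the thresholds from N to P (0.91, adjusted p = 0.00609). The paper states that priming induces this receptor and proposes that this helps PRL signalling once PRL is added. The rise of Prlr from ESC lost its call without N replicate 1 or N replicate 2 (adjusted p up to 0.00144), and Igf2 and Socs3 without any 1 of the N and P libraries (adjusted p up to 0.00207).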

Our data suggest that lactogenic differentiation of MEC occurs in a hierarchical manner, where priming with GC might alter chromatin accessibility and sets a base required for the PRL to elicit its action during lactation.

HC11 MEC are widely used in lactogenic differentiation system *in vitro* and form mammospheres during lactogenic differentiation^20^. The transcriptome profile revealed that only a subset (22%) of genes was differentially expressed in MEC when compared to ESCs. *Sox9, Runx2, Gata3, Ehf, Elf5, a*nd *Bcl11a* are TFs and ERs that are critical for the mammary gland development and are reported to maintain luminal progenitor population in the mammary gland^35–38^. We found that these factors are highly expressed in normal HC11, which resembles luminal progenitor cells of the mammary gland. 

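Gata3, a factor of luminal cells, rose from 0.828 ± 0.324 FPKM in ESC to 12.7 ± 0.451 FPKM in N (SD, n = 2; log2 fold change 2.91, SE 0.14, adjusted p = 3.5e-06 from limma). Gata3 lies on chromosome 2 of GRCm38 from 9857078 to 9890034. Bcl11a rose from 0.0287 ± 0.0269 to 1.76 ± 0.302 FPKM (log2 fold change 1.42, SE 0.10, adjusted p = 2.2e-05). Sox9, a factor of mammary progenitors, reached 166 ± 4.95 FPKM in N (log2 fold change 5.92, SE 0.52, adjusted p = 5.3e-05), and had 4.25 FPKM in ESC replicate 1, where fibroblast markers were higher, and 0.445 in ESC replicate 2. Runx2 had 1.02 and 0.0881 FPKM in these libraries and 13.3 ± 0.151 FPKM in N (log2 fold change 3.28, SE 0.26, adjusted p = 3.3e-05). Of 16 measured genes of luminal mammary epithelium, 10 rose and 2 fell from ESC to N, and when adjusted over the list alone 12 were higher and 3 lower at an adjusted p under 0.05. The tight junction gene Cldn3 (4.35 on the log2 scale, adjusted p = 2.7e-07) and the simple epithelial keratin Krt8 (3.29, adjusted p = 1.2e-05) were among those that rose. On the basal list 11 of 16 measured genes rose and 0 fell from ESC to N, so that this comparison does not tell luminal from basal identity. At priming, 5 of the 16 luminal genes rose and 0 fell (10 higher and 2 lower when adjusted over the list alone), among them the receptor kinase Kit, from 5.09 ± 0.0665 to 40.4 ± 0.188 FPKM (log2 fold change 2.76, SE 0.11, adjusted p = 1.3e-05), and Cldn4 (1.13, adjusted p = 0.00017). Gata3 and Runx2 did not pass the thresholds at priming (0.02 with adjusted p = 0.948, and −0.08 with adjusted p = 0.858). Sox9 had 353 ± 6.21 FPKM in P (log2 fold change 1.09, SE 0.52, adjusted p = 0.132), and without ESC replicate 1 or ESC replicate 2 it was called up (adjusted p down to 7.4e-06). Of these 16 luminal genes, 3 rose from N to P without any 1 of the N and P libraries, with Cldn4 among those lost (adjusted p up to 0.00284).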

We found up-regulation of Smad3 in MEC when compared to ESC. 

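Smad3, which carries TGF-β signals to the nucleus, had 5.38 FPKM in ESC replicate 1, 1.63 FPKM in ESC replicate 2 and 18.2 ± 1.69 FPKM in N (SD, n = 2). Fibroblast markers were higher in ESC replicate 1. The log2 fold change was 2.23 (SE 0.36) with an adjusted p of 0.00117 from limma, past the fold but not past the threshold of 0.001. Without ESC replicate 1 it was 2.87 with an adjusted p of 4.2e-07, and Smad3 was called up there and without ESC replicate 2. Smad3 lies on chromosome 9 of GRCm38 from 63646767 to 63757994. Of 19 measured genes of TGF-β signalling and the epithelial to mesenchymal transition, 5 rose and 2 fell from ESC to N, and when adjusted over the list alone 11 were higher and 5 lower at an adjusted p under 0.05. The ligand gene Tgfb3 rose from 1.26 ± 1.32 to 22.1 ± 1.28 FPKM (log2 fold change 3.49, SE 0.37, adjusted p = 0.000129). Smad7, which inhibits the pathway, fell from 39.4 ± 14.6 to 3.58 ± 0.229 FPKM (log2 fold change −3.09, SE 0.22, adjusted p = 2.2e-05). N-cadherin (Cdh2) rose from 3.08 ± 2.00 to 26.3 ± 0.506 FPKM (log2 fold change 2.84, SE 0.30, adjusted p = 0.000132). Vimentin (Vim), at 234 ± 132 and 169 ± 7.01 FPKM, did not pass the thresholds (log2 fold change −0.34, SE 0.34, adjusted p = 0.389). Tgfb3 and Cdh2 lost their calls without N replicate 1 or N replicate 2 (adjusted p up to 0.00187), where 2 genes of the list rose, against 9 without ESC replicate 1 and 8 without ESC replicate 2.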

Smad3 is a downstream molecule of TGF-β pathway and antagonizes STAT5/PRL signaling and promotes cellular proliferation of normal mammary epithelial cells^39^. We also observed that major regulators of stemness such as *Pou5f1, Sox2*, and *Nanog* are downregulated in MEC indicating that cell type-specific gene expression is prerequisite for specialized functions.

We observed that some of the genes (*Brca1, Krt6a, Krt6b, Krt5*, and *Melk)*, which are indicative of stem cell-like characteristics are highly expressed in normal MEC, and are downregulated during differentiation, are majorly involved in cell proliferation. 

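Krt6a and Krt6b, keratins of activated epithelium, were low in ESC and had 18.3 ± 1.03 and 4.92 ± 0.524 FPKM in N (SD, n = 2). At priming they fell to 5.79 ± 0.0406 FPKM (log2 fold change −1.51, SE 0.10, adjusted p = 6.4e-05 from limma) and to 0.956 ± 0.0873 FPKM (log2 fold change −1.59, SE 0.11, adjusted p = 7.1e-05). Krt5 fell from N to P to 282 ± 4.28 FPKM (log2 fold change −2.36, SE 0.06, adjusted p = 2.4e-06), and to 113 ± 4.80 FPKM in PRL (log2 fold change −1.31, SE 0.06, adjusted p = 0.000115). Krt5 lies on chromosome 15 of GRCm38 from 101707070 to 101712898, close to Krt6a and Krt6b. Krt14 and Krt17 fell at priming as well, with log2 fold changes of −1.78 (adjusted p = 1.0e-05) and −2.45 (adjusted p = 3.6e-05). These 3 are the genes that fell among 16 measured genes of basal mammary epithelium, of which 1 rose from N to P, the myosin kinase Mylk (log2 fold change 1.31, SE 0.12, adjusted p = 0.000254), with 5 higher and 6 lower when adjusted over the list alone. Brca1, which repairs DNA breaks, had 15.7 ± 2.38 FPKM in ESC and 4.93 ± 0.414 in N (log2 fold change −1.49, SE 0.12, adjusted p = 3.8e-05), and fell to 0.653 ± 0.0192 FPKM in P (log2 fold change −1.84, SE 0.12, adjusted p = 6.4e-05). Melk, a mitotic kinase, had 30.3 ± 7.68 FPKM in ESC and 30.5 ± 1.30 in N (log2 fold change 0.03, SE 0.16, adjusted p = 0.864), and fell to 2.85 ± 0.120 FPKM in P (log2 fold change −3.04, SE 0.16, adjusted p = 3.0e-05). Mylk and, from P to PRL, Krt5 lost their calls without any 1 of the 6 HC11 libraries (adjusted p up to 0.00455 and 0.00449), Krt6a and Brca1 theirs from N to P without any 1 of the N and P libraries, and Krt6b without N replicate 1, P replicate 1 or P replicate 2 (adjusted p up to 0.0017).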

We speculate that normal HC11 cells become proliferative upon exposure to EGF. *Ncapg, Cenpa, Cenpe, Arukb, Kif4*, and *Kif22* are some of the genes involved in mitotic chromosome condensation and segregation and are majorly required for cellular proliferation. These genes are upregulated in normal MEC whereas, in response to GC treatment, these genes are downregulated. 

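Set beside ESC, the mitotic genes did not move together in N. Aurkb rose from 24.4 ± 2.93 FPKM in ESC (SD, n = 2; log2 fold change 1.01, SE 0.11, adjusted p = 0.000142 from limma). Kif22, a motor that binds chromosomes, fell from 92.5 ± 24.4 FPKM to 43.0 ± 1.16 FPKM in N (log2 fold change −1.06, SE 0.17, adjusted p = 0.000945). Cenpa, with 68.3 ± 11.4 FPKM in ESC (0.38, adjusted p = 0.0777), Cenpe (−0.14, adjusted p = 0.442), the chromokinesin Kif4 (−0.13, adjusted p = 0.358) and Ncapg (−0.57, adjusted p = 0.000909) did not pass the thresholds. Over the 36 measured genes of the mitosis list, 3 rose and 2 fell from ESC to N, and when adjusted over the list alone 7 were higher and 14 lower at an adjusted p under 0.05. Pbk rose most, from 18.3 ± 4.31 to 48.4 ± 0.817 FPKM (log2 fold change 1.38, SE 0.14, adjusted p = 0.000132). The spindle checkpoint kinase Ttk fell most, from 28.2 ± 5.68 to 12.8 ± 0.991 FPKM (log2 fold change −1.07, SE 0.15, adjusted p = 0.000479). From N to P, Kif4 fell to 1.36 ± 0.0873 FPKM (log2 fold change −2.64, SE 0.12, adjusted p = 1.9e-05) and Kif22 to 4.58 ± 0.0377 FPKM (log2 fold change −2.98, SE 0.17, adjusted p = 3.6e-05). Kif4 lies on chromosome X of GRCm38 from 100625737 to 100727214. Kif22 and Ttk lost their calls from ESC to N without ESC replicate 2 or any 1 of the 6 HC11 libraries (adjusted p up to 0.00889), Aurkb without ESC replicate 1, N replicate 1 or N replicate 2, and Pbk without N replicate 1 or N replicate 2 (adjusted p up to 0.00195). Without ESC replicate 1, 2 of the 36 rose and 6 fell.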

Another class of Ets family of TFs are *Etv4* and *Etv5* which are majorly involved in cell motility and cell growth are significantly downregulated since they are not required for normal MEC^40^. 

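Etv5 fell from 8.37 ± 0.155 FPKM in N to 1.68 ± 0.222 FPKM in P (SD, n = 2; log2 fold change −1.81, SE 0.09, adjusted p = 2.2e-05 from limma). Etv5 lies on chromosome 16 of GRCm38 from 22381309 to 22439719. Both Ets genes were higher in ESC than in N, Etv5 at 152 ± 4.23 FPKM (log2 fold change −4.03, SE 0.09, adjusted p = 1.2e-07 for N vs ESC) and Etv4 at 50.2 ± 1.58 FPKM (log2 fold change −2.00, SE 0.10, adjusted p = 4.1e-06). They belong to a list of 22 measured genes that respond to EGF and ERK, a growth factor and a kinase downstream of it, of which 7 fell and 0 rose from N to P. When adjusted over the list alone, 15 were lower and 1 higher at an adjusted p under 0.05. Dusp6, a phosphatase of ERK, fell from 62.8 ± 6.07 to 7.44 ± 0.307 FPKM (log2 fold change −2.92, SE 0.10, adjusted p = 7.0e-06). The EGF receptor ligand Areg fell from 5.45 ± 0.0820 to 0.393 ± 0.163 FPKM (log2 fold change −2.21, SE 0.17, adjusted p = 0.000115). Junb, with 290 ± 50.1 FPKM in N and 181 ± 28.0 in P, did not pass the thresholds (log2 fold change −0.67, SE 0.18, adjusted p = 0.0217). Phlda1 had 87.0 ± 8.53 and 207 ± 0.620 FPKM (log2 fold change 1.25, SE 0.24, adjusted p = 0.00598), and was called up without ESC replicate 1 or ESC replicate 2 (adjusted p down to 3.0e-05). The medium of N holds EGF and that of P does not. Areg lost its call without any 1 of the N and P libraries (adjusted p up to 0.00222), and 4 genes of the list fell without N replicate 1, N replicate 2 or P replicate 1.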

During priming with GC, HC11 MEC ceases cell proliferation concomitant with downregulation of above-mentioned genes.

Further, our data suggest GC alone brings about differential expression of a vast number of genes (Fig. 2). Priming of MECs with GC induces various ERs; *Cited4, Luzp2, Jade1, Jade2, Chd9, Myc*, and *Tox*. Earlier studies showed that *Cited4* is actively involved during lactogenic differentiation^27^. *Cited4* binds to CBP/p300, a transcriptional regulator as well as isoforms of the *TFAP2* transcription factor. Cited4 thereby modulates *TFAP2* dependent genes, thus might be helpful to access the chromatin by signal transducers and transcriptional activators during PRL treatment^27,41–43^. Jade family proteins serve as transcriptional activators via their histone acetyltransferase activity^44^ and *Id* family TFs are diversely expressed during mammary gland development. 

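Id2, an inhibitor of basic helix-loop-helix factors, rose from 8.05 ± 1.56 FPKM in ESC to 97.51 ± 6.51 FPKM in N (SD, n = 2; log2 fold change 3.45, SE 0.13, adjusted p = 1.1e-06 from limma). Id2 lies on chromosome 12 of GRCm38 from 25093799 to 25097140. It stood at 130 ± 9.49 FPKM in P and 88.1 ± 4.57 FPKM in PRL. The steps from N to P (log2 fold change 0.42, SE 0.13, adjusted p = 0.0357) and from P to PRL (log2 fold change −0.56, SE 0.13, adjusted p = 0.0164) did not pass the thresholds. Id3, its relative, rose from 64.9 ± 20.7 FPKM in ESC to N (log2 fold change 1.82, SE 0.26, adjusted p = 0.000659) and had 4.91 ± 1.33 FPKM in PRL (log2 fold change −1.42, SE 0.26, adjusted p = 0.00809 for PRL vs P). That rise of Id3 lost its call without ESC replicate 2 or any 1 of the 6 HC11 libraries (adjusted p up to 0.00702).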

*Id2*, which gets induced during GC treatment, is crucial for survival and differentiation of MEC. This suggests that GC play a critical role to ensure differentiation of MEC during lactogenesis^45,46^. GC activated GCR was shown to remodel chromatin in Brg1 dependent and independent manner^47^. In this regard, GC induction of Chd9, a remodeling enzyme shown to play a role in loosening chromatin in growing oocyte^28^ and Myc, a protein shown to play an essential role in decompaction of chromatin^29^ suggest that there might be a link between these factors in global remodeling of chromatin, however, its relevance in the context of GC signaling remains to be explored further.

Transcriptome profile of HC11 MEC treated with PRL revealed that only 3.5% of genes were differentially expressed compared to GC primed HC11 MEC. Out of the highly expressed TFs and ERs, *c-Myc* is expressed during lactation. Knockdown studies of *c-Myc* in mammary gland showed a defect in alveolar cell proliferation and differentiation resulting in decreased milk production^48^. High expression of E-Cadherin (*Cdh1*) and down-regulation of *Klf4* in HC11 cell-types suggest that HC11 cells are partial primary cells^49^ as it was known that Klf4 suppresses epithelial to mesenchymal transition in breast cancer cells through induction of E-cadherin. 

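Cdh1, which encodes E-cadherin, the adhesion protein of epithelial junctions, was expressed in all 4 groups, at 120 ± 18.9 FPKM in ESC, 148 ± 0.0960 in N, 119 ± 4.24 in P and 91.7 ± 3.92 in PRL (SD, n = 2). It lies on chromosome 8 of GRCm38 from 106603351 to 106670246. No step of Cdh1 passed the thresholds, with log2 fold changes of 0.31 from ESC to N (SE 0.11, adjusted p = 0.0331 from limma), −0.32 from N to P (adjusted p = 0.0503) and −0.37 from P to PRL (adjusted p = 0.0382). Klf4, a Krüppel-like factor, fell from 197 ± 47.9 FPKM in ESC to 20.2 ± 5.10 in N (log2 fold change −3.23, SE 0.20, adjusted p = 1.2e-05). It had 7.05 ± 0.286 FPKM in P (log2 fold change −1.37, SE 0.20, adjusted p = 0.00204) and 13.2 ± 0.675 in PRL (log2 fold change 0.82, SE 0.20, adjusted p = 0.0223). The related factors Klf2 and Klf5 fell from ESC to N as well, and from N to P Klf2 fell to 19.1 ± 0.116 FPKM (log2 fold change −1.08, SE 0.10, adjusted p = 0.000264) and Klf5 rose to 25.1 ± 1.05 FPKM (log2 fold change 1.01, SE 0.11, adjusted p = 0.000617). The calls of Klf2 and Klf5 from N to P were lost without any 1 of the 6 HC11 libraries (adjusted p up to 0.00862), and Klf4 was called there without ESC replicate 1 or ESC replicate 2 (adjusted p down to 0.000523).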

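Of 25 measured genes of milk lipid synthesis, 3 rose and 0 fell from P to PRL, and when adjusted over the list alone 15 were higher and 3 lower at an adjusted p under 0.05. Thrsp, a nuclear protein that promotes lipid synthesis, rose from 0.951 ± 0.0394 to 11.7 ± 0.825 FPKM (SD, n = 2; log2 fold change 2.70, SE 0.10, adjusted p = 7.1e-05 from limma). Thrsp lies on chromosome 7 of GRCm38 from 97412938 to 97417730. Lpin1, a phosphatidate phosphatase, rose from 7.66 ± 0.586 to 32.7 ± 2.76 FPKM (log2 fold change 1.96, SE 0.17, adjusted p = 0.000756). Malic enzyme (Me1), a source of NADPH, rose from 25.9 ± 0.429 to 59.9 ± 1.74 FPKM (log2 fold change 1.18, SE 0.07, adjusted p = 0.000287). Fabp4, a fatty acid carrier, had 23.1 ± 0.0857 FPKM in P and 76.9 ± 0.932 in PRL (log2 fold change 1.69, SE 0.25, adjusted p = 0.00363), and had already risen from 3.38 ± 0.140 FPKM in N (log2 fold change 2.46, SE 0.25, adjusted p = 0.000397). Hormone-sensitive lipase (Lipe) had 3.37 ± 0.0499 and 6.45 ± 0.0157 FPKM (log2 fold change 0.77, SE 0.08, adjusted p = 0.00129), and Srebf1, a factor that controls lipid genes, 206 ± 7.36 and 366 ± 37.9 FPKM (log2 fold change 0.83, SE 0.09, adjusted p = 0.00142). Fabp4, Lipe and Srebf1 did not pass the thresholds from P to PRL. Of 10 adipocyte markers, 7 were under the filter, and the 3 measured were Fabp4, Lipe and Pnpla2. All 3 were higher at an adjusted p under 0.05 from N to P and from P to PRL, of which 2 and 1 passed the thresholds, with 0 from P to PRL without any 1 of the 6 HC11 libraries. Fabp4 was called up without ESC replicate 1 or ESC replicate 2 (adjusted p down to 2.3e-05), where 6 genes of the list rose. Without any 1 of the P and PRL libraries 0 genes of the list rose in limma, and without N replicate 1 or N replicate 2 only Thrsp did (adjusted p up to 0.0125). Fabp4 lost its call from N to P without any 1 of the 6 HC11 libraries. The other adipocyte marker called from N to P lost its call when either P library was left out.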

PRL treatment induces milk fatty acid biosynthesis by inducing expression of various TFs such as *Fabp4, Lipe*, and *Srebf1*, which are primary regulators of fatty acid homeostasis in lactating mammary gland^50–52^. In this context, we observed PRL mediated actions are preferably localized to milk production and survival of lactating epithelial cells, as GC prepares these cells for PRL by modulating the accessibility of chromatin and survival of epithelial cells.

Previously reported transcriptome data of HC11 cells was obtained using microarray and are of 15 and 20 K gene probe resolution^17,19^. In this study, we provided RNA-seq of higher resolution with nearly 50–60 million reads, whereas the recommended coverage is 15–20 million read^53^. The data in our study provides greater insight into gene expression in response to GC and PRL treatment during lactogenic differentiation of HC11 mammary epithelial cells.

## Materials and Methods

### Cell culture and lactogenic differentiation of HC11 MEC

HC11 MEC were cultured and differentiated essentially as described earlier^20^ Briefly, murine HC11 MEC stem-like cell line with passage number 6 (from Dr. Nancy E Hynes laboratory, Switzerland) were cultured with RPMI1640-GlutaMAX^TM^ (Gibco) medium supplemented with 10% FBS (US Origin GIBCO), insulin (5 µg/ml, Sigma Catno#I6634), 1X Anti-biotic/Anti-mycotic (Gibco), and EGF (20 ng/ml, Sigma Cat.no#E4127) until they reach confluence under 5% CO_2_. Lactogenic differentiation of HC11 cells was initiated by withdrawal of EGF containing medium and replacement with fresh priming medium consisting of RPMI1640-GlutaMAX^TM^ complete medium with 5% FBS, insulin (5 µg/ml), hydrocortisone (1 µg/ml, Sigma #H4001) and were grown at 37 °C for 48 hrs under 5% CO_2_. Alternatively, the primed cells were subjected to PRL treatment by supplementing with fresh RPMI1640-GlutaMAX^TM^ complete medium with 5% FBS, insulin (5 µg/ml), hydrocortisone (1 µg/ml) and prolactin (5 µg/ml, NIH, #NIDDK-oPRL-21) and cells were then incubated at 37 °C for 72 hrs under 5% CO_2_ to complete lactogenic differentiation. Cells were harvested at 72 hrs and referred to them as PRL state of HC11 MEC.

### Culturing of murine embryonic stem cells ESC

The mouse ESC line R1 was maintained on a layer of mitomycin-C treated mouse embryonic fibroblast feeder cells and harvested as described^54^ with few modifications. Briefly, mouse embryonic fibroblasts were grown at ~60% confluence in a 0.1% gelatin-coated Petri plates with a standard DMEM medium. Fibroblasts were inactivated by replacing standard medium with DMEM containing 5% FBS and 2.5% mitomycin-C for 3 hrs. R1 ESC were revived on inactivated fibroblasts using modified DMEM medium at 37 °C and 7% CO_2_. The components of modified DMEM include 10% FBS, mouse leukemia inhibitory factor (LIF) (1000 U/ml), inhibitors (MEK 0.5 µg/ml: GSK: 1.5 µg/ml), 1% Penicillin-streptomycin solution, 1X Non-essential amino acids, 2mM L-glutamine, and 50 μM 2-Mercaptoethanol. Grown Ebs of ESC on fibroblast feeder cells were subjected to trypsinization (0.5% Trypsin for 30 sec at 37 °C) and individual ESC that were devoid of fibroblasts were transferred onto fresh Petri plates and cultured in DMEM medium containing 10% FBS. ESC were selectively enriched over fibroblasts owing to the potential of fibroblasts to attach to the Petri plates faster than ESCs. These ESC were harvested for total RNA isolation, RNA-seq library preparation and sequencing.

### Cell cycle analysis

Cell cycle analysis was performed for ESC, normal HC11 cells, HC11 cells exposed to priming conditions, and PRL treatment. Respective cells were cultured as detailed above, trypsinized and were washed three times with PBS (0.1 M, pH 7.4). Following washing with PBS, cells were fixed in 70% ethanol at −20 °C for 24 h. After fixation, cells were washed with ice-cold PBS and stained with buffer containing propidium iodide (50 μg/ml) and RNaseA (200 mg/ml), at 37 °C for 30 min in the dark. Cells cycle analysis was performed using the flow cytometer (BD Fortessa).

### RNA extraction, library construction, and sequencing

Total RNA from ESC, Normal MEC, GC primed, and PRL treated MEC was isolated using Trizol (Invitrogen#15596026) according to manufacturer instructions. RNA was further purified using a commercially available kit (GCC Biotech#GR1003). 20 μg of purified RNA from each sample was treated with 10 Units of DNase1 (Roche # 04716728001) and were further purified by using G Sure cell culture RNA isolation kit. From each RNA sample, Ribosomal RNA was removed using Ribo-Zero kit (NEB#E6310L), and further mRNAs were enriched using Oligo (dT) beads. Illumina paired-end library was prepared as per the NEBNext® Ultra™ RNA Library Prep Kit (NEB#E7530S). All the libraries were paired-end sequenced using Illumina HiSeq2500 sequencing platform.

### RNA-seq reads quality control and mapping

Raw sequence reads in the FASTQ format were further processed to remove Illumina adaptor sequences by using Trimmomatic^55^. The resultant raw reads were compressed to.gz format and were deposited in GEO repository (GSE107419). After filtering, approximately 55–65 million paired-end reads were processed for each sample. The reads were mapped to mouse reference genome (GRCm38/mm^10^) using TopHat2.1.0^45^. The mismatch parameter was set to 2 and all other parameters to default.

### Quantification and Identification of differentially expressed genes

Quantification of the expression of different genes was done with the tool ‘Sub-read version1.5.0’ using the features count mode method. Briefly, Total read count for each gene was obtained and was then normalized to obtain FPKM (Fragments per Kilobase exon per million reads sequenced) values. An FPKM ≥ 1 was considered as a threshold for determining whether a gene is expressed or not^56^. For differential gene expression analysis, DESeq2 version 1.24 was used. Differential gene expression analysis involved steps like model dependent p-value estimation using negative binomial distribution and Wald test, and adjusted p-value estimation based on multiple hypothesis testing. A log2 Fold change value of ≥1 is taken as a cutoff to define upregulated and a value of ≤−1 to define downregulated genes. The p-adjusted threshold value was set to 0.001 to maintain statistical significance. gg-plots package (R programming) was used to generate the heat maps representing the data. Venn diagrams representing the data were generated using Ugent web tool (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Identification of differentially expressed TFs and ERs

TFs in mouse were identified using the sequence-specific DNA binding or transcription regulation terms in GO functional annotation^57^ (Supplementary Table 44). List of ERs and their coding genes were obtained from previous literature^58–60^ (Supplementary Table 45). Corresponding expression (>0 FPKM) and log2 fold change values (≥1 up-regulation; ≤−1 downregulation) of TFs and ERs were extracted from the RNA-seq data. Here, it should be, however, note that some of the genes are represented both under TFs and ERs (Supplementary Table 46). Heat maps and Venn diagrams were generated as described in the previous section.

### Pathway analysis of differentially expressed genes

Top upregulated and downregulated genes in ESC vs normal, normal vs Primed and Primed vs PRL were uploaded to DAVID database^61,62^ to derive the KEGG pathway enrichment and GO annotation data. All differentially expressed gene lists were uploaded in DAVID functional annotation from which KEGG pathway enrichment scores list was derived. Biocarta and Wiki pathways were obtained from existing databases^63,64^. Gene set enrichment analysis was calculated similarly to the method published previously^65,66^, and log2 fold change of each gene was calculated by comparing different samples. Mean log2 fold change of a pathway was calculated by summing the scores of individual genes. Gene-set enrichment score was calibrated against the background distribution using randomly sampled n (number of genes in a pathway) scores and calculating mean log2 score. This process was repeated over 10000 times. The mean and standard deviation of the sampling distribution thus obtained was used in correcting the original score.

### Real-time RT-PCR analysis

Differentially expressed genes in RNA-seq analysis were validated by quantitative real-time PCR (CFX96#Bio-Rad). DNase treated 1 µg RNA was taken as input from each sample to synthesize cDNA using iScript cDNA synthesis kit (Bio-Rad). cDNA template was diluted, and PCR conditions were followed according to manufacturer protocol (Kappa Biosystems). *β-actin* was used as a housekeeping internal control gene and controls with no template were also included in PCR plate. All primers used in this experiment were designed to span exon-exon junctions to minimize genomic DNA contamination. Relative gene expression was calculated using the method −2^ΔΔCT ^^67^. All the graphs were generated using Graph pad prism software. Significance was calculated using two-way ANOVA by using graph pad prism and represented as [*] on top of error bars. All gene-specific primers used were listed in Supplementary Table 42.

### Immunoblotting: Cell lysate from ESC and MEC (normal, Primed and Prolactin treated) was prepared and protein was extracted using RIPA buffer

A total of 30 μg of protein from each sample was resolved on 8% SDS-PAGE and subsequently transferred to nitrocellulose membrane by electroblotting. The nitrocellulose membrane was blocked in 5% non-fat milk for 1 hr and cut as per the respective protein molecular weight range. Subsequently, all the blots were incubated with the respective primary antibody at 4 °C overnight and then incubated with appropriate HRP linked secondary antibodies for 1 hr at room temperature. Blots were developed using the enhanced chemiluminescence (Bio-Rad#1705062) and imaged using Chemidoc (Bio-Rad). The protein band intensities were quantified using Image J software and normalized to β-actin expression. All the raw and contrast adjusted blots are represented in the supplementary information (Supplementary Fig. S2). All the antibodies and dilution factors used for this study were listed in Supplementary Table 43.

### Data availability

All the raw data generated and analyzed in this study were deposited in GEO, accession number: GSE107419.

## Electronic supplementary material

Supplementary Information

Supplementary Table

How the deposited data were processed for this re-analysis (not part of the article)

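RNA of 8 libraries was analysed, 2 each of ESC and of N, P and PRL HC11 cells. The authors trimmed adaptors with Trimmomatic, mapped the reads to GRCm38/mm10 with TopHat 2.1.0, allowing 2 mismatches, and counted them per gene with featureCounts of Subread 1.5.0. The gene annotation and the strand setting are not stated. The deposited expression table holds FPKM, which the authors computed for each library per kilobase of exon and in proportion to the reads of the library. The deposited tables of 4 comparisons hold the log2 fold change that the authors obtained with DESeq2, version 1.24 in their methods, with its standard error. They also hold the p-value and the adjusted p-value of the authors' Wald test. The table of N and ESC lists 13695 genes with an adjusted p, and the others list all 24062 genes. In these tables 8 columns of mean counts were not used here, and neither were the raw reads.

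The FPKM of each library were checked for the step that 1 fragment makes. In all of 16933 genes above 0 in at least 3 libraries, the values were whole numbers of fragments within 0.05 fragments, against 0 of 300 control genes after random scaling. The fragments behind the FPKM range from 11938392 in ESC replicate 2 to 33916913 in PRL replicate 2, a 2.84-fold range. In a transcript of 1 kb, 1 fragment corresponds to 0.0838 FPKM in ESC replicate 2 and to 0.0295 FPKM in PRL replicate 2. The recovered fragments and gene lengths served to state depth, fragment numbers and lengths of genes. They also served to match random lists on gene length and to set up the simulated data. No count model was fitted to the recovered fragments.

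Of 24062 genes, 13210 had an FPKM of at least 1 in at least 2 of the 8 libraries and were tested. The test was limma 3.58.1 (lmFit, contrasts and eBayes with trend and robust options, statmod 1.5.0, R 4.3.3) on log2(FPKM + 1). The 4 groups were fitted together without a replicate block, which leaves 4 residual degrees of freedom, and the median prior degrees of freedom were 2.57. The p-values were adjusted by Benjamini-Hochberg over the genes tested in each comparison. The calls use the fold change and adjusted p thresholds of the paper, 1 on the log2 scale and 0.001. N was compared with ESC, P with N, PRL with P, and PRL with N. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the figures were drawn with matplotlib 3.10.9. Genes were placed on GRCm38 with the GENCODE and RefSeq annotation of that build.

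A set of 37 gene lists was compared in 3 comparisons, 111 tests adjusted together. Of these lists 34 have fixed members and 3 follow a rule on gene symbols. Members past the thresholds were counted in each direction, also at p-values adjusted over the list alone. The camera test was run with a preset correlation of 0.01 and put 46 of the 111 tests past an adjusted p of 0.05. With the correlation estimated from the data it put 0 past it, with a lowest adjusted p of 0.114 and 18 at an unadjusted p under 0.05, and fry put 81 past it. Of 1990 transcription factors in Supplementary Table 9, 1752 were tested.

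Genes that the text may name were set by a rule. They are every gene that the paper names, and in each comparison the 10 genes with the largest rise and the 10 with the largest fall. The latter needed a mean of at least 10 FPKM in the higher group and groups of libraries that do not overlap. From each list and comparison up to 4 called members with the largest change and up to 2 other members with the highest FPKM were added. The rule gave 390 genes, of which 388 were tested. The text names part of these, and the results of the others are not reported here. Genes named outside the rule are marked as chosen after their values were seen.

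A gene counted as expressed in a group at a mean of at least 1 FPKM. Libraries were compared by Pearson correlation across genes. The alternatives tried were pseudocounts of 0.1 and 0.5, no filter on low values and a filter at 5 FPKM, median ratio scaling, quantile normalization, a replicate block, array weights, and fits of fewer libraries. Further ones were other thresholds on the adjusted p, the fold change alone, the authors' own tables, other rules for an expressed gene, and leaving out each library in turn. The tests, thresholds, lists, naming rule and alternatives were chosen before the data were examined, apart from those marked as added.

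The comparison of P with N was tested on simulated data with the depth of these libraries, in which 50 genes were changed at each of 4 sizes. All genes of a group had the same spread there, set from a median over genes. The numbers below may therefore not hold for genes that vary more. At the thresholds above it called 0, 4, 37 and 40 of 50 genes changed 1.5-, 2-, 3- and 4-fold, all in the direction set, and at an adjusted p under 0.05 alone 17, 39, 49 and 47. In the simulation, called genes therefore leave out most changes near 2-fold. Of the unchanged genes 0 were called, and 1 gene was called where no gene had been changed. Supplementary tables of which only a part was at hand were not analysed here, and the immunoblot and RT-PCR data were not used here.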

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

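None of the tests in this part was chosen only after its result was seen, although the lists of cartilage and collagen genes were drawn up once Mgp, Ogn and Ibsp were known to be up in P.

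The deposited tables hold a comparison that the paper does not describe, of PRL cells with N cells across the whole treatment. By limma, 723 genes were up and 1057 down in PRL. Which direction holds more genes depends on the scaling, since the median log2 fold change over all genes tested was −0.12. Median ratio scaling, which brings that median to 0, gave 941 genes up and 848 down, and quantile normalization gave 921 and 842. The counts were 397 up and 563 down without N replicate 1, and 444 and 571 without N replicate 2. They were 350 and 502 without PRL replicate 1 and 370 and 507 without PRL replicate 2. With a P or ESC library left out they ranged from 558 to 838 up and from 814 to 1327 down. In the authors' table, 1388 genes are up and 1420 down at an adjusted p under 0.001. Of these, 716 and 929 are among the genes called here, and 0 genes are called in opposite directions.

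Of the genes with large rises from N to P that the paper does not discuss, 3 are given here, picked after their values were seen. Ctgf (log2 fold change 5.78) and Atp1b1 (5.23) are others. The epithelial and ESC factor Tfcp2l1 had a log2 fold change of 4.86, with a range of 4.72 to 5.32 over its alternatives and an adjusted p of at most 0.000131 in them. The chemokine gene Cxcl17 went from 0.426 ± 0.196 to 41.3 ± 2.15 FPKM (log2 fold change 4.90, SE 0.12, adjusted p = 2.2e-06), with a range of 4.75 to 6.35 and an adjusted p of at most 0.000165. Mgp went from 20.3 ± 11.6 to 1128 ± 30.4 FPKM (log2 fold change 5.84), with a range of 5.26 to 6.43 and an adjusted p of at most 0.00097. Each was higher in both P libraries than in both N libraries, and each kept its call without any 1 of the 8 libraries.

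Mgp, Ogn and Ibsp encode proteins of cartilage and bone matrix, and all 3 were up in P. On a list of 30 other cartilage genes, 19 were measured and 9 were up from N to P. That is 47.4%, against 4.54% of all genes (Fisher exact test, two-sided p = 4.8e-08), with 12 up without ESC replicate 1 or ESC replicate 2, 6 without N replicate 1 or N replicate 2, 5 without P replicate 1 or P replicate 2 and 9 without PRL replicate 1 or PRL replicate 2. The Fisher test treats genes as independent, although they were measured in the same libraries, and its p-value overstates the evidence if they vary together. A wider cartilage program at priming is a candidate explanation and no more. Other collagen genes went both ways from N to P, so that not every one rose. Col1a1 went from 16.7 to 1.62 FPKM (log2 fold change −2.76) and Col1a2 from 3.01 to 0.156 (−1.79). Col3a1 went from 19.4 to 50.8 FPKM (1.35) and Col7a1 from 24.1 to 49.4 (1.01), and none of these was called. A rise of collagen genes as a group stays open, as 2 of 22 other collagen genes (9.09%, Fisher exact test p = 0.264) were up and 0 down. They were 4 up and 3 down when either ESC library was left out, 0 and 0 when any 1 N or P library was and 1 and 0 when either PRL library was. Of 17 measured fibroblast markers, a list that also holds Ogn, 5 were up and 0 down from N to P. They were 6 and 4 without an ESC library, 2 and 0 without an N library or P replicate 1, and 3 and 0 without P replicate 2 or a PRL library. A change in fibroblast genes, or in cells that express them, therefore stays open too. No technical explanation was tested for this pattern, and the removal of EGF, the lower serum, the GC and the time in culture stay among its open causes, untested.

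The cartilage genes that were up, named after their values were seen, include Hapln1, which links hyaluronan to proteoglycans, from 0.895 to 48.0 FPKM (log2 fold change 4.69). Cytl1 went from 0.734 to 26.5 FPKM (3.99), Papss2, which makes the donor for sulfation, from 3.88 to 36.8 FPKM (2.95), and Col11a2 from 10.3 to 67.2 FPKM (2.60). Ucma was listed at 0 in N and had 11.5 FPKM in P. The other called members were Col9a1, Col9a2, Lect1 and Fgfr3, with log2 fold changes from 1.50 to 2.38. Among the members not called were Acan, at 100.4 FPKM in N and 182 in P, and Mia, at 73.5 and 224, while Col9a3 was lower in P, at 59.0 and 37.5 (log2 fold change −0.64, adjusted p = 0.0011).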

How the results depend on the processing

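The counts at an adjusted p under 0.01, here and in the authors' tables, and the tests with only the 6 HC11 libraries on transcription factors, overlaps, gene lists and named genes were chosen only after the results were seen.

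The 9 counts of expressed genes stayed within 1.5 times under 7 other rules for an expressed gene, with 8479 to 10551 genes expressed in all 4 groups. The 4 correlations between replicates (0.991 to 0.998) moved by less than their SD over the 4 groups, 0.00298, with log2 values. As Spearman correlations they moved by more, to 0.974 in ESC, 0.976 in N, 0.978 in P and 0.979 in PRL, and the cause was not tested. The 8 counts of genes up and down in the 4 comparisons stayed within 1.5 times at a pseudocount of 0.5 and with a filter at 5 FPKM. From ESC to N the counts stayed within that range under every alternative other than the fit of the 4 libraries compared, at 1444 to 2725 up and 1883 to 3478 down. In that fit, which has 2 residual degrees of freedom, they were 815 and 1349. Of 744 results of single genes and 111 of gene lists, 0 that were called reversed in direction under any alternative run for them.

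Counts from P to PRL (91 up, 190 down) moved most. They were 147 and 435 at an adjusted p under 0.01, 163 and 519 under 0.05, 165 and 574 by the fold change alone, 158 and 516 with array weights, 139 and 466 with the 4 libraries compared and 150 and 488 with only the 6 HC11 libraries. They were 141 and 118 after median ratio scaling, 139 and 101 after quantile normalization, 55 and 55 without a filter, 31 and 14 with a replicate block, and 57 up at a pseudocount of 0.1. The less strict thresholds show their own effect, and without a filter more genes, 19500, share the adjustment. The fits of only the 6 HC11 libraries or the 4 libraries compared leave out the spread of the ESC libraries, which the main fit shares among all groups. The cause was not tested for the others. Array weights were 0.145 for ESC libraries, 1.30 for N, 2.69 for P and 1.97 for PRL.

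In the authors' tables over the genes tested here, adjusted over those, 950 genes were up and 935 down from N to P, 334 and 566 from P to PRL, and 1314 up from N to PRL. At the authors' adjusted p under 0.01 over all genes of their tables, these were 1141, 1026, 385, 655 and 1517. The cause was not tested.

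For transcription factors, the fold change alone gave 47 up from N to P and 20 up and 85 down from P to PRL. Only the 6 HC11 libraries gave 15 and 83 from P to PRL, and the block 2 and 0 (20 and 85 at the same fold change and an unadjusted p under 0.05 by limma). For genes called in both N vs ESC and P vs N, the fold change alone gave 281 up in both, 185 up then down and 138 down then up, and a pseudocount of 0.1 gave 135 down then up. For P vs N and PRL vs P, the order is up in both, up then down, down then up and down in both. The fold change alone gave 59, 92, 8 and 111, the 6 HC11 libraries 55, 61, 8 and 105, and the block 7, 6, 1 and 4, while a pseudocount of 0.1 gave 15, 8 and 84 for the first, second and last. Dropping the p-value explains the first set by construction. The fit of the 6 HC11 libraries leaves out the spread of the ESC libraries, as above, and the cause was not tested for the others.

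By camera with the preset correlation, 7 lists were up and 7 down from ESC to N, 7 and 7 from N to P, and 14 and 4 from P to PRL. With the correlation estimated all 6 counts were 0. By fry they were 12 and 16, 15 and 12, and 13 down from P to PRL. The cause was not tested. Of single lists, 65 of 111 stayed on their side of an adjusted p of 0.05 with the estimated correlation, 72 by fry, 107 after median ratio scaling or at a pseudocount of 0.1, 102 after quantile normalization and 69 of 74 with the 6 HC11 libraries.

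A fit that leaves out 1 library assumes that the lone sample of its group varies like the other groups. Genes up from N to P then ranged from 155 to 777 and down from 155 to 690, the lowest without P replicate 1 and the highest without ESC replicate 1, with 776 and 689 without ESC replicate 2, 184 and 177 without N replicate 1, 236 and 193 without N replicate 2, 159 and 164 without P replicate 2, 362 and 369 without PRL replicate 1, and 363 and 369 without PRL replicate 2. Those from P to PRL ranged from 1 to 150 and from 0 to 486. They were 150 and 486 with either ESC library left out, 15 and 3 with either N library left out, 2 and 0 without P replicate 1, and 1 and 0 without P replicate 2, PRL replicate 1 or PRL replicate 2. At the same fold change and an unadjusted p under 0.05, limma then gave 164 to 173 up and 514 to 570 down. Genes from N to PRL ranged from 350 to 838 up and 502 to 1327 down. Transcription factors from N to P ranged from 8 to 44 up and 44 to 141 down, and from P to PRL from 0 to 15 and 0 to 83 (20 up and 81 to 89 down at that unadjusted p). From ESC to N they ranged from 172 to 329 up and 297 to 380 down. Overlaps of N vs ESC with P vs N ranged from 54 to 295 (up in both), 33 to 194 (up then down), 19 to 129 (down then up) and 35 to 188 (down in both). Those of P vs N with PRL vs P ranged from 0 to 55, 0 to 61, 0 to 8 and 0 to 105. Where an HC11 library is left out, the counts at the thresholds were lower. The smaller number of samples alone does not explain this, as leaving out 1 ESC library raised the counts between HC11 groups. The lone HC11 sample adds nothing to the spread that all groups share, of which the ESC libraries then make up more. Such a lost call therefore need not mean that the HC11 replicates differ. Where an ESC library is left out, the lone ESC sample adds nothing to the spread that all groups share. That spread then rests on the HC11 libraries, as in the fit of only these 6 (150 up and 488 down from P to PRL). The ESC libraries differ most between replicates, with array weights of 0.145 against 1.30 to 2.69. Their spread thus lowers the counts of comparisons between HC11 groups in the main fit. For higher counts from ESC to N without an ESC library, the cause was not tested.

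Of 744 results of single genes, 688 stayed on their side of the thresholds by the fold change alone, 720 after median ratio scaling, 709 after quantile normalization, 681 at a pseudocount of 0.1, 722 at 0.5 and 685 with a replicate block, and 454 of 496 with only the 6 HC11 libraries. Without 1 library, 605 to 687 did, with 131 to 139 calls lost when an N or P library was left out, 100 when a PRL library was, and 54 and 52 gained without ESC replicate 1 and ESC replicate 2. Residuals of libraries with the same replicate number correlated at −0.0275 to 0.0824 between groups, so that no strong effect shared by replicate number was seen. This cannot show whether samples of the same number were grown or handled together, which the labels do not say. The block moved 8 of 28 counts by more than 1.5 times and changed no list of 111.

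Depth limits genes near the floor, most in ESC, whose libraries have the fewest fragments. In the paper's tables, ESC replicates 1 and 2 had 48211782 and 34959564 raw read pairs, but 41434474 and 30850216 total reads. N replicate 1 had 33466574 pairs and 66005456 reads. Of the total reads, 78.8% and 84.8% were mapped in the ESC libraries and 88.2% in N replicate 1. How this bears on N vs ESC was not tested. DESeq2 and edgeR were not run on the counts that can be rebuilt from the FPKM, as the plan set limma for a table of FPKM. Other tables of transcription factors and of epigenetic regulators were at hand only in part or not at all and were not analysed here.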

Differences from the paper's values

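Of the settings named in this part, an adjusted p under 0.01, here and in the authors' tables, and the tests with only the 6 HC11 libraries on transcription factors and single genes were chosen only after the results were seen, and the other alternatives were set before the data were examined.

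The paper's counts from N to P are 1141 genes up and 1026 down, and here 600 and 541 passed the thresholds that the paper states. Within 1.5 times of the paper's are the counts with array weights (797 and 694), only the 6 HC11 libraries (777 and 689), without ESC replicate 1 (777 and 690), without ESC replicate 2 (776 and 689), at an adjusted p under 0.05 (839 and 691), by the fold change alone (870 and 710), and in the authors' table over the genes tested here (950 and 935). The counts stay outside with a pseudocount of 0.1 (558 and 550) or 0.5 (639 and 576), no filter (478 and 452), a filter at 5 FPKM (529 and 512), median ratio scaling (626 and 547), quantile normalization (620 and 596), a replicate block (495 and 461), only the 4 libraries compared (646 and 606), and with any 1 of the 6 HC11 libraries left out (155 to 363 and 155 to 369). An adjusted p under 0.01, chosen after seeing the values and leaving out 4 of 16 genes up and 0 of 14 down that the lists in the paper's results name, gives 776 up, within 1.5 times of the paper's count, and 643 down, outside it.

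The paper's counts from P to PRL are 385 up and 655 down, and here 91 and 190 passed. For genes up, the authors' table over the genes tested here is within 1.5 times (334), and no other alternative is, with values of 1 to 165. For genes down, array weights (516), only the 4 libraries compared (466), only the 6 HC11 libraries (488), either ESC library left out (486), an adjusted p under 0.05 (519), the fold change alone (574) and the authors' table over the genes tested here (566) are within 1.5 times. Not so are a pseudocount of 0.1 (172) or 0.5 (197), no filter (55), a filter at 5 FPKM (200), median ratio scaling (118), quantile normalization (101), a replicate block (14) and the fits without an HC11 library (3 with either N library left out, 0 without P replicate 1, P replicate 2, PRL replicate 1 or PRL replicate 2, where limma at the same fold change and an unadjusted p under 0.05 gives 514 to 570).

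The paper's counts of genes up and down in these comparisons and from ESC to N (the paper's 2725 and 3478, here 2056 and 2739) equal those in the authors' tables at an adjusted p under 0.01 (2725 and 3478, 1141 and 1026, 385 and 655), a threshold chosen after seeing the values, at which 1 of the genes that the lists in the paper's results name, Myc from N to P, is called in the other direction and 0 are left uncalled. At the stated threshold of 0.001 those tables hold 2454 and 3251, 1004 and 962, and 354 and 583. At 0.01 they call 2022 of the 2056 genes up here and 2668 of the 2739 down from ESC to N, 583 of 600 and 540 of 541 from N to P, and 91 of 91 and 151 of 190 from P to PRL, with 0 genes called in opposite directions.

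Of the transcription factors expressed in N, the paper counts 186 down from N to P, for which its methods state the fold change threshold alone, and here 118 were down at the adjusted p threshold as well. The fold change alone (144) and the fits without ESC replicate 1 (141) or ESC replicate 2 (140) are within 1.5 times, as is the fit of only the 6 HC11 libraries (140), which was chosen after seeing the values and drops 0 of 5 transcription factors that the paper's results list by name there. A pseudocount of 0.1 (116), the replicate block (104) and the fits without an HC11 library (50 and 56 without N replicate 1 and N replicate 2, 44 and 48 without P replicate 1 and P replicate 2, 89 with either PRL library left out) are not.

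The paper gives 22% of genes as changed from ESC to N and 3.5% from P to PRL, and its text does not name the base. Of the genes tested here, 36.3% and 2.13% were called, and of the 24062 genes in the table 19.9% and 1.17%. For ESC to N, values within 1.5 times of the paper's come with no filter (23.2%), array weights (32.2%), the 4 libraries compared (16.4%), without N replicate 1 (27.3%) or N replicate 2 (27.6%), and with either P (32.4%) or either PRL (31.9%) library left out. Outside are pseudocounts of 0.1 (38.4%) and 0.5 (38.2%), a filter at 5 FPKM (36.4%), median ratio scaling (36.7%), quantile normalization (37.3%), the block (35.0%), without ESC replicate 1 (41.0%) or ESC replicate 2 (37.0%), an adjusted p under 0.05 (39.9%), the fold change alone (40.0%) and the authors' table over the genes tested here (41.2%). For P to PRL, values within 1.5 times come with a filter at 5 FPKM (2.83%), array weights (5.10%), the 4 libraries compared (4.58%), only the 6 HC11 libraries (4.83%), either ESC library left out (4.82%) and an adjusted p under 0.05 (5.16%). Outside are pseudocounts of 0.1 (1.73%) and 0.5 (2.11%), no filter (0.564%), median ratio scaling (1.96%), quantile normalization (1.82%), the block (0.341%), an HC11 library left out (0.00757% to 0.136%), the fold change alone (5.59%) and the authors' table over the genes tested here (6.98%). Over the 24062 genes of the table, the value for ESC to N lies within 1.5 times of the paper's in the main fit and in each of these settings except the 4 libraries compared (8.99%). Among them are pseudocounts of 0.1 (21.1%) and 0.5 (21.0%), a filter at 5 FPKM (15.4%), median ratio scaling (20.1%), quantile normalization (20.5%), the block (19.2%), without ESC replicate 1 (22.5%) or ESC replicate 2 (20.3%), an adjusted p under 0.05 (21.9%), the fold change alone (22.0%) and the authors' table (21.8%). Over that base, P to PRL comes within 1.5 times with array weights (2.80%), the 4 libraries compared (2.51%), only the 6 HC11 libraries (2.65%), either ESC library left out (2.64%), an adjusted p under 0.05 (2.83%), the fold change alone (3.07%) and the authors' table (3.74%). The main fit and the other settings set before the data were examined stay outside. An adjusted p under 0.01, chosen after seeing the values, brings P to PRL within 1.5 times over both bases (4.41% and 2.42%), dropping 3 of 16 genes up and 2 of 11 down that the lists in the paper's results name. It does so for ESC to N over the table (21.5%, dropping 0 of 14 genes up and 0 of 13 down), not over the genes tested (39.2%). The authors' tables at that threshold, also chosen after seeing the values, give 25.8% and 4.32% of the table, dropping 0 of these genes.

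Supplementary Table 3 of the paper gives correlations of 0.979 between the ESC libraries, 0.5995 between ESC and N, 0.4313 between ESC and P and 0.4349 between ESC and PRL, where Pearson correlations of the deposited FPKM are 0.991, 0.823, 0.585 and 0.599. With log2(FPKM + 1) they are 0.989, 0.861, 0.822 and 0.818, and as Spearman correlations 0.974, 0.852, 0.829 and 0.830, so that each stays different from the paper's by more than the SD of the correlations between replicates over the 4 groups (0.00298). Between replicates of N, P and PRL the Pearson values of FPKM differ from the paper's by less than that. The paper's numbers of expressed genes in each group, in all groups and in 1 group alone differ from those here by less than 1.5 times.

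Of the genes that the lists in the paper's results name as changed in a comparison, 13 of 14 up and 13 of 13 down from ESC to N were called in that direction here, 12 of 16 and 13 of 14 from N to P, and 11 of 16 and 8 of 11 from P to PRL. The authors' tables at an adjusted p under 0.01, a threshold chosen after seeing the values, call all of these genes in that direction other than Myc from N to P, which they call down. Genes that only the paper's discussion names, such as Smad3, Fabp4, Srebf1 and Lipe, are not in this tally. Of the markers that the paper sets at its stages, Csn2 and Wap were up from P to PRL here, and Pou5f1, Nanog and Sox2 were down from ESC to N.

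Myc is listed as rising from N to P, whereas its log2 fold change is −1.11 (adjusted p = 0.00101, 1.7e-06 to 0.0122 over its alternatives) and −1.22 in the authors' table. Median ratio scaling, quantile normalization, a filter at 5 FPKM, array weights, the 4 libraries compared, the 6 HC11 libraries, the fits without ESC replicate 1 or ESC replicate 2, an adjusted p under 0.05 or 0.01 and the fold change alone call it down. Id2 and Prlr, which the paper describes as induced at priming, had log2 fold changes of 0.42 and 0.43 here and of 0.36 and 0.65 in the authors' table, and no setting calls either. Tox, listed as up from N to P, had 0.76 (adjusted p = 0.000871, 2.3e-05 to 0.0111 over its alternatives) and is called at a pseudocount of 0.5 and in the authors' table (1.71). Hivep3 and Luzp2, listed beside it, fell below the filter here and are called in the authors' table over all its genes (4.21 and 2.23).

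Dmp1, listed as up from ESC to N, and Smad3, named as up in the paper's discussion, had log2 fold changes of 1.63 (adjusted p = 0.00641, 0.000195 to 0.205 over its alternatives) and 2.23 (0.00117, 4.2e-07 to 0.0117 over its alternatives). Both are called in the authors' table (7.05 and 2.44), at an adjusted p under 0.05 or 0.01 and by the fold change alone. Dmp1 is called at a pseudocount of 0.1 and without N replicate 1 as well, and Smad3 after median ratio scaling or quantile normalization, with a filter at 5 FPKM, with array weights and without ESC replicate 1 or ESC replicate 2. Cdh1, which the paper describes as highly expressed in HC11 cells, had a log2 fold change of 0.31 from ESC to N (adjusted p = 0.0331), no setting calls it, and its level in N was 148 ± 0.0960 FPKM.

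The paper describes Brca1, Krt5, Krt6a, Krt6b and Melk as high in normal HC11 cells, and a group of mitotic genes as up in them. Of these, Krt5, Krt6a and Krt6b were up from ESC to N here, and all 5 and the mitotic genes were down from N to P. Brca1 was lower in N than in ESC (log2 fold change −1.49, adjusted p = 3.8e-05, 8.3e-06 to 0.00162 over its alternatives), and Melk had 0.03, a difference that no setting calls. Of the mitotic genes, Aurkb was up (1.01, adjusted p = 0.000142, 5.0e-05 to 0.00297 over its alternatives), without a call when ESC replicate 1 (0.89), N replicate 1 (0.93) or N replicate 2 (1.10) was left out. Kif22 was down (−1.06, adjusted p = 0.000945, 7.2e-06 to 0.00942 over its alternatives), and was not called without ESC replicate 2 (−0.79) or with any 1 of the N, P and PRL libraries left out (adjusted p up to 0.00888). Ncapg (−0.57), Cenpa (0.38), Cenpe (−0.14) and Kif4 (−0.13) are called under no setting. The authors' table has −1.60 for Brca1, 0.07 for Melk, 1.10 for Aurkb, −1.03 for Kif22, −0.53 for Ncapg, 0.44 for Cenpa, −0.09 for Cenpe and −0.08 for Kif4. Tpx2 and Nek2, which the paper shows as markers of normal HC11 cells, had log2 fold changes of −0.33 and −0.30 from ESC to N, and no setting calls them.

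Further genes that the paper lists, and Fabp4, which its discussion names, had the same direction here without passing. Hist1h2ai was lower in P than in N (−2.91, adjusted p = 0.00152, 1.6e-06 to 0.0153 over its alternatives). For PRL against P, Atf3 had 2.06 (adjusted p = 0.00327, 2.6e-06 to 0.0346 over its alternatives), Myc 1.17 (0.00184, 1.6e-06 to 0.0236 over its alternatives), Fabp4 1.69 (0.00363, 7.8e-07 to 0.0906 over its alternatives), Cenpf −1.05 (0.018, 3.4e-05 to 0.108 over its alternatives) and Neil3 −1.29 (0.0012, 2.6e-05 to 0.0174 over its alternatives). All 6 are called with array weights, the 6 HC11 libraries, without ESC replicate 1 or ESC replicate 2, at an adjusted p under 0.05 and by the fold change alone, those other than Cenpf at an adjusted p under 0.01, and those other than Neil3 with the 4 libraries compared. Quantile normalization calls Hist1h2ai, Myc and Fabp4, median ratio scaling Myc, and a pseudocount of 0.5 or a filter at 5 FPKM Neil3. The authors' table calls all 6, with −3.31, 2.42, 1.46, 1.94, −3.90 and −2.51.

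Xbp1 (0.97), Rere (0.97), Srf (0.93), Srebf1 (0.83) and Lipe (0.77) stayed under a log2 fold change of 1 from P to PRL. The paper lists the first 3 as up there, and its discussion names the other 2 as induced. Median ratio scaling calls Xbp1, Rere, Srf and Srebf1, and quantile normalization calls Rere and Srf, with adjusted p over the alternatives 1.7e-06 to 0.0124 for Xbp1, 1.7e-06 to 0.0246 for Rere, 1.0e-05 to 0.0328 for Srf and 1.1e-05 to 0.0196 for Srebf1. Cenpe, listed as down in PRL, had −0.98 (adjusted p = 0.00506, 8.1e-06 to 0.0452 over its alternatives) and is called at a pseudocount of 0.1. The authors' table calls all 6, with 1.22 for Xbp1, 1.25 for Rere, 1.20 for Srf, 1.07 for Srebf1, 1.14 for Lipe and −3.11 for Cenpe.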

Other observations

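The tests of the fibroblast marker list and of the germ layer markers were chosen only after the result was seen.

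Genes of the circadian clock were called in both steps of the treatment. Of 18 clock genes measured, 10 were up and 3 down from ESC to N, 3 up and 0 down from N to P (14 and 1 at an unadjusted p under 0.05 by limma), and 3 up and 0 down from P to PRL (7 and 7). Per1, a direct target of GC, went from 11.1 ± 0.0992 to 53.3 ± 0.801 FPKM (log2 fold change 2.17, SE 0.10, adjusted p = 2.3e-05) and kept its call without any 1 library. Tef went from 28.3 ± 0.797 to 61.8 ± 0.741 FPKM (log2 fold change 1.10, SE 0.07, adjusted p = 5.0e-05) and was not called when any 1 of the N and P libraries was left out (adjusted p up to 0.00148). Between P and PRL, Dbp went from 19.7 ± 0.552 to 44.7 ± 2.53 FPKM (log2 fold change 1.14, SE 0.11, adjusted p = 0.000923), and lost its call when any 1 of the N, P and PRL libraries was left out (adjusted p up to 0.0148). From ESC to N the list had 7 up and 1 down without N replicate 1, 8 and 1 without N replicate 2, and 10 and 2 without ESC replicate 2. At priming, 2 were up with any 1 of the N and P libraries left out, and from P to PRL 5 up and 1 down with either ESC library left out, 1 and 0 with either N library left out and 0 and 0 with any 1 of the P and PRL libraries left out.

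Of 14 inflammatory mediators measured, 5 were up and 2 down from N to P. The monocyte chemokine gene Ccl9 went from 0.511 ± 0.0168 to 37.4 ± 1.82 FPKM (log2 fold change 4.67, SE 0.09, adjusted p = 1.6e-06) and Ccl6 from 0.136 ± 0.0231 to 17.9 ± 0.274 FPKM (log2 fold change 4.06, SE 0.09, adjusted p = 1.8e-06), each kept without any 1 library. Il6 went the other way, with 0.453 ± 0.153 FPKM left in P (log2 fold change −2.74, adjusted p = 1.7e-05), also without any 1 library. Ptgs2, which makes prostaglandins, went from 59.7 ± 6.31 to 9.84 ± 0.649 FPKM (log2 fold change −2.48, SE 0.27, adjusted p = 0.000554), and lost its call when any 1 of the N, P and PRL libraries was left out (adjusted p up to 0.0074). Between P and PRL, 4 were up and 1 down (4 and 4 at an unadjusted p under 0.05), among them Cxcl17 (log2 fold change 1.95, adjusted p = 0.000258), Ccl9 (1.23, 0.000424), Ccl28 (2.00, 0.000197) and, downward, Il1rn (−1.39, 0.00042). With any 1 of the N, P and PRL libraries left out 0 were called by limma, and with either ESC library left out 4 up and 2 down. From N to P, 3 were up and 1 down when any 1 N or P library was left out, 5 and 1 when either PRL library was and 5 and 3 when either ESC library was.

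Of 18 genes of G1 cyclins, their kinases and inhibitors, 5 were up and 3 down from ESC to N. From N to P, 0 were up and 2 down (3 and 8 at an unadjusted p under 0.05 by limma), and from P to PRL 0 were called (1 and 7). By immunoblot, the paper reports less cyclin D1, D3, CDK2, CDK6 and p21 in differentiated cells. The transcript of p21, Cdkn1a, was higher in PRL than in P (log2 fold change 0.481 to 0.700 over its alternatives). In the authors' table it had −0.35 from N to P and 0.76 from P to PRL. There Ccnd3 had −0.07 and 0.12, Cdk2 −0.53 and −0.34, and Cdk6 −1.17 and −0.22. From N to P, Cdk4 went from 245 ± 12.3 to 106 ± 0.994 FPKM (log2 fold change −1.20, SE 0.13, adjusted p = 0.000501) and the pocket protein gene Rbl1 had a log2 fold change of −1.32 (adjusted p = 0.000601). Neither was called when any 1 of the N, P and PRL libraries was left out (adjusted p up to 0.00793), and 3 were down from N to P and 1 from P to PRL when either ESC library was. Ccnd1, whose protein the paper follows by immunoblot, had 37.4 FPKM in N, 23.0 in P and 8.11 in PRL, and did not pass from P to PRL (log2 fold change −1.40, adjusted p = 0.0432, 4.3e-05 to 0.174 over its alternatives). It passes without ESC replicate 1 or ESC replicate 2, with the 6 HC11 libraries or the 4 libraries compared, with array weights, at an adjusted p under 0.05 and by the fold change alone. From ESC to N the list had 8 up and 4 down without ESC replicate 1.

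Of 38 replication-dependent histone genes measured in these poly(A)-selected libraries, 3 were up and 5 down from ESC to N and 2 up and 4 down from N to P (6 and 18 at an unadjusted p under 0.05 by limma). By limma, 0 were called from P to PRL (17 up and 0 down at that p). The counts from N to P were 2 and 9 without ESC replicate 1, 2 and 8 without ESC replicate 2, 1 and 1 without N replicate 1, 2 and 1 without N replicate 2, 0 and 1 with either P library left out and 1 and 1 with either PRL library left out. With either ESC library left out 3 were up from P to PRL. Those from ESC to N were 1 and 3 without N replicate 1 and 2 and 6 without N replicate 2. Of 13 interferon response genes, 2 were up and 3 down from ESC to N, and 0 were called from N to P (6 and 1 at an unadjusted p under 0.05) or from P to PRL (1 and 5). The interferon list from ESC to N had 4 up and 3 down without ESC replicate 1, 3 and 3 without ESC replicate 2, and 1 and 2 with either N library left out.

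Fibroblast markers were higher in ESC replicate 1 than in ESC replicate 2, with a median log2 ratio of 1.49 over 14 of 19 genes on the list, of which 10 differed by at least 1 in that direction and 0 in the other. The upper bound set by 10000 random lists of like FPKM was 0.373, and the percentile of this list stayed at 100 when the random lists were also matched on gene length, which argues against length or level as the cause. Feeder fibroblasts left in that sample may explain it, as on 18 other fibroblast genes, of which 16 were measured, the median was 1.29 (bound 0.298, 11 genes higher by at least 1 and 0 lower), although the cells were replated to remove feeders. Differentiated cells among the ESC stay open, since 7 of 13 germ layer markers had a median of 0.38 with 0 genes different by at least 1. The most abundant of the genes were Col1a1 (114 and 13.3 FPKM in ESC replicates 1 and 2), Fstl1 (75.9 and 49.3), S100a4 (71.8 and 10.1), Fbln2 (61.3 and 9.95), Serpinf1 (55.4 and 9.59) and Bgn (55.1 and 8.84), and of the 14 and 16 genes, 10 and 16 also had at least 1 FPKM in ESC replicate 2 and 11 and 14 in N.

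Kallikreins were up from P to PRL in 10 of 12 measured members (12 up at an unadjusted p under 0.05 by limma), and in 11 with either ESC library left out, 3 with either N library left out, 1 without P replicate 1 and 0 without P replicate 2, PRL replicate 1 or PRL replicate 2. In the median called member 80.8% of windows of 50 bases, from 70.9% to 89.9% over the 10, are found in no other gene. That argues against reads of 1 member counted for several through identical sequence. Windows that differ by 1 or 2 bases were not counted as shared, although the mapping allowed 2 mismatches. Reads shared through nearly identical sequence therefore stay open. The longer culture of the PRL cells and prolactin cannot be told apart, since 0 libraries are of cells kept for the same time in hydrocortisone without prolactin.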
